# Mice defective in interferon signaling help distinguish between primary and secondary pathological pathways in a mouse model of neuronal forms of Gaucher disease

**DOI:** 10.1186/s12974-020-01934-x

**Published:** 2020-09-07

**Authors:** Ayelet Vardi, Shifra Ben-Dor, Soo Min Cho, Ulrich Kalinke, Julia Spanier, Anthony H. Futerman

**Keywords:** Gaucher disease, Pathogen recognition receptors, Type 1 interferon, Neurodegenerative diseases, Lipid metabolism, Lysosomal storage diseases

## Abstract

**Background:**

The type 1 interferon (IFN) response is part of the innate immune response and best known for its role in viral and bacterial infection. However, this pathway is also induced in sterile inflammation such as that which occurs in a number of neurodegenerative diseases, including neuronopathic Gaucher disease (nGD), a lysosomal storage disorder (LSD) caused by mutations in *GBA*.

**Methods:**

Mice were injected with conduritol B-epoxide, an irreversible inhibitor of acid beta-glucosidase, the enzyme defective in nGD. MyTrMaSt null mice, where four adaptors of pathogen recognition receptors (PRRs) are deficient, were used to determine the role of the IFN pathway in nGD pathology. Activation of inflammatory and other pathways was analyzed by a variety of methods including RNAseq.

**Results:**

Elevation in the expression of PRRs associated with the IFN response was observed in CBE-injected mice. Ablation of upstream pathways leading to IFN production had no therapeutic benefit on the lifespan of nGD mice but attenuated neuroinflammation. Primary and secondary pathological pathways (i.e., those associated or not with mouse survival) were distinguished, and a set of ~210 genes including those related to sphingolipid, cholesterol, and lipoprotein metabolism, along with a number of inflammatory pathways related to chemokines, TNF, TGF, complement, IL6, and damage-associated microglia were classified as primary pathological pathways, along with some lysosomal and neuronal genes.

**Conclusions:**

Although IFN signaling is the top elevated pathway in nGD, we demonstrate that this pathway is not related to mouse viability and is consequently defined as a secondary pathology pathway. By elimination, we defined a number of critical pathways that are directly related to brain pathology in nGD, which in addition to its usefulness in understanding pathophysiological mechanisms, may also pave the way for the development of novel therapeutic paradigms by targeting such pathways.

## Background

The lysosomal storage disease (LSD), Gaucher disease (GD), is caused by mutations in *GBA*, which encodes the lysosomal hydrolase, acid beta-glucosidase (GCase). GD is divided into neuronopathic (types 2 and 3) (nGD) and non-neuronopathic forms (type 1), depending on the involvement of symptoms associated with the central nervous system [1, 2]. Little is known about pathological mechanisms that lead to brain disease, but among these is neuroinflammation. Surprisingly, among the inflammatory pathways [3], activation of the type 1 interferon (IFN) response was demonstrated [4] in Gba^flox/flox^ (nestin-Cre mice) in which GCase deficiency in the brain is restricted to cells of neuronal lineage, with microglia displaying normal GCase levels [5]. In an unbiased gene profile analysis, genes associated with the type 1 IFN-related pathway were highly upregulated [4].

The IFN response is normally considered to occur as a result of pathogen recognition receptor (PRR) stimulation. The PRRs are part of the innate immune system and respond to either pathogen-associated molecular patterns (PAMPs) or to endogenous molecules secreted following tissue stress or injury, known as danger-associated molecular patterns (DAMPs) [6]. Several classes of PRRs are known, and a number can trigger the IFN response. The most well-defined PRRs are the Toll-like receptors (TLRs); after ligand binding, TLRs dimerize, the Toll/IL-1 receptor (TIR) domain associates with TIR domain-containing adaptor proteins, such as myeloid differentiation factor 88 (MyD88) and TIR domain-containing adaptor protein-inducing IFN-β (TRIF), which initiates downstream signaling [7]. The Nod-like receptor, NOD2, the RIG-I receptor retinoic acid-inducible gene I (RIG-I), and the melanoma differentiation-associated factor 5 (MDA5) use mitochondrial antiviral signaling protein (MAVS) as their adaptor [8]. The most important IFN-inducing cytosolic DNA sensing pathways is the cyclic guanosine monophosphate-adenosine monophosphate synthase (cGAS), stimulator of IFN gene (STING, *TMEM173*) axis. Upon binding of DNA, cGAS catalyzes the formation of the secondary messenger, 2′,3′-cyclic guanosine monophosphate-adenosine monophosphate (cGAMP), which binds STING and subsequently activates an antiviral cytokine response [9].

In the current study, we have examined the effect of inducing nGD, using a chemical inhibitor (conduritol B-epoxide, CBE [10, 11]), in a quadrat-deficient mouse with a combined deficiency of TLR, RIG-I like receptor (RLR) and STING signaling (*Myd88*^*-/-*^*,Trif*^*-/-*^*,Mavs*^*-/-*^*,Tmem173*^*-/-*^), referred to as the MyTrMaSt mouse [12]. These are the main PRRs that induce a type 1 IFN response, although it should be noted that IFN can also be induced by other PRRs such as cGAS [12]. We demonstrate that the IFN pathway is not the initial cause for pathology in nGD, but rather a secondary pathological pathway since the lifespan of MyTrMaSt null mice was not altered upon CBE injection compared with wild-type (WT) mice. We then go on to define a subset of genes and pathways as primary pathological pathways which may be responsible for the pathogenesis of nGD.

## Methods

### Mice

MyTrMaSt null mice were generated as described [12]. From postnatal day 8, C57BL/6JOlaHsd mice (Envigo Laboratories, Israel) or MyTrMaSt null mice were injected intraperitoneally (i.p.) daily with 25, 32, 37.5, or 100 mg CBE (Calbiochem Millipore, Darmstadt, Germany) per kilogram body weight, or with phosphate buffered saline (PBS). Genotyping was performed by PCR using genomic DNA extracted from mouse tails. Mice were maintained in the experimental animal center of the Weizmann Institute of Science in specific pathogen-free conditions. All animal experiments were approved by the Weizmann Institute Institutional Animal Care and Use Committee.

### RNA extraction and quantitative PCR

Mice were euthanized using CO_2_ and brains were rapidly removed. Total RNA from half brain was isolated using the RNeasy mini kit (Qiagen GmbH, Hilden, Germany) according to manufacturer’s instructions. cDNA synthesis was performed using a qScript cDNA synthesis kit (Quanta Biosciences, Gaithersburg, MD, USA). Quantitative PCR (qPCR) was performed using the PerfeCT SYBR Green FastMix (Quanta BioSciences, Gaithersburg, MD, USA) and an ABI Prism 7300 Sequence Detection System (Applied Biosystems, Foster City, CA, USA). The primer concentration was 20 nM in a reaction volume of 10 μl. Primer sequences are listed in Additional file 1. IFNα2, TNFα, and IL1β primers were purchased from Quantitect (Qiagen). Each reaction was performed in duplicate. The ΔΔCt method was used to calculate relative changes in gene expression, with hypoxanthine phosphoribosyltransferase 1 (HPRT1) used as a housekeeping gene [13]. *p* values were calculated using a two-tailed, two-independent sample Student’s *t* test.

### Western blotting

Brain tissue was lysed in lysis buffer (50 mM Tris HCl pH 7.6, 150 mM NaCl, 1% NP-40, 0.5% sodium deoxycholate, and 0.1% sodium dodecyl sulfate (SDS)) supplemented with a protease inhibitor mixture (1:100, Sigma-Aldrich) using a GentleMACS dissociator (Miltenyi Biotec, Bergisch Gladbach, Germany). Following homogenization, samples were centrifuged at 14,000 × *g*_av_ for 10 min at 4 °C, and the supernatants collected. Protein was quantified using the BCA protein assay reagent. Seventy micrograms of protein in the sample buffer was electrophoresed on a 10% SDS-polyacrylamide gel and transferred to a nitrocellulose membrane. Blots were incubated with the following primary antibodies: rat anti-MAC2 (1:1000, Cedarlane, Ontario, Canada), mouse anti-tubulin (1:5000, Santa Cruz, Dallas, TX, USA), followed by a horseradish peroxidase-conjugated secondary antibody. Bound antibodies were detected using the Westar Chemiluminescent substrate (Cyanagen, Bologna, Italy). Western blots were analyzed by densitometry and values quantified using a ratio of Mac2 to Tubulin.

### RNAseq

Brain tissue was homogenized using a GentleMACS dissociator and mRNA isolated using the RNeasy mini kit. RNA concentrations (260/230- and 260/280-nm ratios) were measured using a NanoDrop ND-1000 (Thermo Scientific, Waltham, MA, USA). RNA integrity was evaluated using an RNA screen tape on a Tapestation 2200 (Agilent, Santa Clara, CA, USA). A bulk variation of MARSseq [14] was used to construct RNAseq libraries. Sequencing was performed using an Illumina Nextseq-500 75 cycle high output kit (Illumina, San Diego, CA, USA; paired end sequencing). Raw reads were mapped to the *Mus musculus* genome (mm10) using hisat (version 0.1.6). Only reads with unique mapping were considered for further analysis. Differentially expressed genes (DEGs) were selected using a 2-fold change cutoff between two populations and adjusted *p* value for multiple gene testing of < 0.05 [15]. Principle component analysis (PCA) of all DEGs and heatmaps were generated using Partek Genomics Suite® software, version 7.0 (St. Louis, MO, USA), or RStudio (Integrated Development for R. RStudio, Inc., Boston, USA). The BioVenn tool [16] was used to identify common and exclusively expressed genes between groups. Pathway analysis was done using Metascape [17] or Gene Analytics [18].

## Results

### Elevation of PRR expression in nGD mice

Genes encoding various PRRs were elevated in the brain of a genetic model of nGD [4], and we now show a similar elevation in PRR mRNA levels in a chemically induced nGD mouse. Upon injection of C57BL/6JOlaHsd mice with a high dose of CBE (100 mg/kg body weight [10]) for 10 days, a significant elevation in the expression of PRR family members related to IFN signaling was observed, with the highest elevation in a cell surface TLR, *Tlr2* (Table 1). *Tlr1* and *Tlr4*, which are also located on the cell surface, were also significantly elevated. Levels of expression of endosomal TLRs [19], *Tlr3*, *Tlr7*, *Tlr8, Tlr9*, and *Tlr13* were likewise elevated. The elevation of *Tlr* expression implicates signaling via their downstream adaptors, namely MyD88 (used for all TLRs except TLR3) and TRIF (required for TLR3 and TLR4). NOD-like receptor (NLR) family members, such as NOD2, which utilizes the adaptor protein MAVS, can also induce IFN production [20], as can members of the RLR family, RIG-I and MDA5, which also use MAVS. STING, which functions both as a PRR and as a signaling adaptor, induces expression of type 1 IFN via the NFκB and IRF3 pathways [21]. All of these PRRs were elevated (Table 1), suggesting that GlcCer accumulation, or a downstream effector, acts as a DAMP.

**Table 1:** mRNA levels of genes encoding PRRs in brain homogenates from 18-day-old mice injected daily with 100 mg/kg body weight CBE from day 8

Gene	Fold-change CBE *versus* PBS	*p* value
*Tlr1*	7.5 ± 1.4	< 0.001
*Tlr2*	17.3 ± 2.8	< 0.005
*Tlr3*	5.0 ± 1.4	< 0.005
*Tlr4*	4.1 ± 0.5	< 0.001
*Tlr5*	1.7 ± 0.6	n.s.
*Tlr6*	3.7 ± 2.0	n.s.
*Tlr7*	6 ± 1.8	< 0.001
*Tlr8*	3.8 ± 2.6	n.s.
*Tlr9*	2.4 ± 0.9	n.s.
*Tlr11*	1.3 ± 1.1	n.s.
*Tlr12*	1.1 ± 0.4	n.s.
*Tlr13*	9.1 ± 1.5	< 0.001
*Rig-I*	6.6 ± 1.5	< 0.005
*Mda5*	8.4 ± 2.3	< 0.005
*Nod2*	2.7 ± 0.8	< 0.05
*cGAS*	3.1 ± 0.6	0.005
*Sting*	2.8 ± 0.8	< 0.05

Results are expressed as fold-change of CBE-*versus* PBS-injected mice (*n* = 3) and are means ± SEM

*n.s.* not significant

### The IFN response does not play a role in nGD mouse lifespan

We previously demonstrated that ablation of the type 1 IFN receptor (IFNAR1) attenuated neuroinflammation but had no effect on nGD mouse viability [4]. IFN is nevertheless secreted in IFNAR null mice. To determine the effect of inhibiting pathways upstream to IFNAR, we injected MyTrMaSt null mice with a low dose of CBE (25 mg/kg, since higher doses (i.e., 100 mg/kg CBE) cause extremely severe disease, with mice not surviving beyond 20 days of age [10]. The mean lifespan of MyTrMaSt null mice was similar to that of WT mice injected with CBE (Fig. 1a) although there was a significant variability between individual mice. Likewise, no effect was seen on the lifespan using higher doses [10] of CBE (32 mg/kg and 37.5 mg/kg). Levels of expression of *Irf7*, *Usp18*, and *Ifnα*, which play critical roles in IFN signaling, were elevated upon CBE injection in WT mice, as previously observed [4], but not elevated in MyTrMaSt null mice upon CBE injection (Fig. 1b). This demonstrates that the IFN pathway is not required for nGD pathology.

**Fig. 1:**
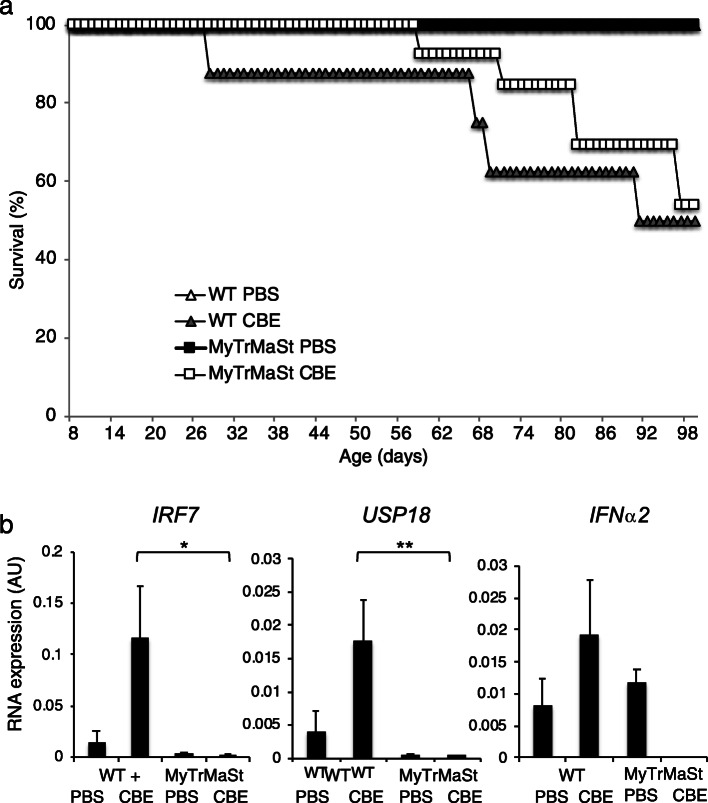
Inhibition of the type 1 IFN response has no effect on lifespan. **a** Kaplan-Meier survival curve of WT mice injected i.p. with PBS (*n* = 4) or 25 mg/kg CBE (*n* = 8) or MyTrMaSt null mice injected with PBS (*n* = 6) or 25 mg/kg CBE (*n* = 13). **b** RT-PCR from brain homogenates (day 96) of WT and MyTrMaSt null mice injected with PBS (*n* = 2) or CBE (25 mg/kg) (*n* = 4). Cycle threshold values were normalized to levels of hypoxanthine phosphoribosyltransferase 1 (HPRT1). * *p* < 0.05, ** *p* < 0.01

### Attenuated neuroinflammation in MyTrMaSt null mice

We next determined the relationship between the PRR pathway and components of inflammatory mediators that are altered in nGD such as chemokines, Il1β, and TNFα [22]. Levels of *F4/80*, which is expressed on microglia and macrophages, as well as the inflammatory chemokine *Ccl5* (*Rantes*), were significantly reduced in MyTrMaSt null mice injected with 25 mg/kg CBE compared with control mice injected with CBE, but in contrast, no differences were observed in levels of *Gfap*, *Ccl3* (*Mip1α*), *IL1β*, and *TNFα* (Fig. 2a) even by using higher doses of CBE (32 mg/kg and 37.5 mg/kg; data not shown). Likewise, the main inducers of the IFN pathway did not affect levels of an activated astrocyte marker (*Gfap*), which remained elevated when MyTrMaSt null mice were injected with doses of CBE as high as 100 mg/kg body weight (Fig. 2a, b). Levels of *Mac2*, which is expressed by cells of the macrophage/microglia lineage (Fig. 2b), were reduced in CBE-injected MyTrMaSt null mice similar to the reduction in *F4/80*. Since levels of macrophage/microglia markers (*F4/80, Mac2*) and the inflammatory marker *Ccl5* were reduced in response to the inhibition of the IFN response, while levels of other inflammatory markers (*Ccl3, IL1β*, *TNFα*) and an astrocyte marker (*Gfap*) remain unchanged, this suggests that some pathways of neuroinflammation are affected upon loss of the IFN response, while others are not.

**Fig. 2:**
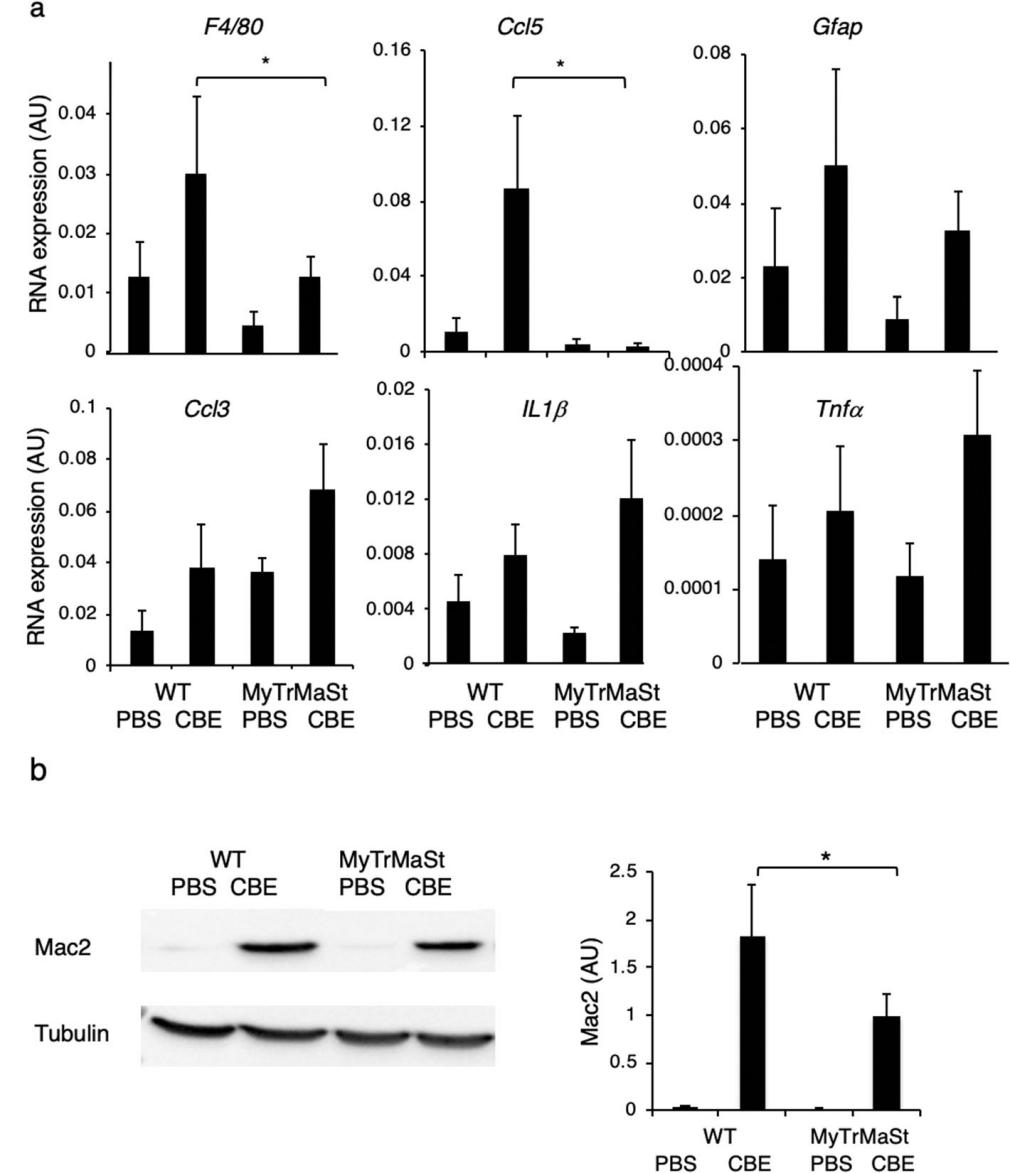
Attenuated neuroinflammation in MyTrMaSt null mice. **a** mRNA levels in brain homogenates from 96–130-day-old CBE-injected mice (25 mg/kg; *n* = 6–11) and PBS injected mice (*n* = 4–6). RNA expression is shown as arbitrary units (AU). * *p* < 0.05. **b** A representative western blot from brain homogenates is shown (70 μg of protein) of 19-day-old WT or MyTrMaSt null mice injected with 100 mg/kg CBE or PBS from 8 days of age. Results are representative of 3 experiments for control mice and 5 for CBE-treated mice, which all gave similar results. Tubulin was used as loading control and was similar in each lane. Quantification is normalized to tubulin. *p < 0.05

### RNAseq distinguishes between primary and secondary pathological pathways

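RNA from the brains of 14 mice, 1 library per mouse, was counted at 19 days of age. The mice came in 4 groups: WT + PBS (3 libraries), WT + CBE (3), MyTrMaSt + PBS (3) and MyTrMaSt + CBE (5). CBE was given daily at 100 mg/kg from day 8. MARSseq reads the 3' ends of transcripts, so the count of a gene follows the number of its transcripts and not their length. The deposited table of counts holds 1290616 to 3547672 counts per WT + PBS library, 1637001 to 3406916 per WT + CBE library, 2812273 to 3704691 per MyTrMaSt + PBS library and 2129161 to 2679585 per MyTrMaSt + CBE library. The median count of a tested gene was 29 in the library with the fewest and 107 in the library with the most. A count of 10 carries a sampling error of 31.6% and a count of 100 an error of 10%.

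Differences between groups were tested on the counts with the edgeR quasi-likelihood F test, after TMM normalization, in 1 model with a mean for each of the 4 groups. A gene was tested if it passed the filterByExpr function of edgeR, which left 11852 genes. DEGs are genes that differ at least 2-fold with a Benjamini-Hochberg adjusted p below 0.05. The same model tested the genotype by treatment interaction, the change with CBE in MyTrMaSt mice minus the change with CBE in WT mice. Expression levels are CPM on TMM-scaled library sizes, given as mean ± SD of a group. Where all libraries of a group hold 3 counts or fewer for a gene, its fold change is given as a lower bound computed against 3 counts.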

To distinguish between genes involved in pathophysiology that are associated with mouse death (which we define as “primary pathological pathways”) and those that are unrelated to mouse death (“secondary pathological pathways”), we performed RNAseq [MARSseq, [14]] on brain homogenates from four groups of mice, namely WT mice injected with PBS (referred to as *WT + PBS*), WT mice injected with 100 mg/kg body weight CBE (*WT + CBE*), MyTrMaSt null mice injected with PBS (*MyTrMaSt + PBS*) and MyTrMaSt null mice injected with 100 mg/kg body weight CBE (*MyTrMaSt + CBE*). 

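MyTrMaSt null mice lack the products of Myd88, Ticam1 (TRIF), Mavs and Tmem173 (STING), and all 4 genes still gave counts in the MyTrMaSt libraries. Myd88 had 19 to 36 counts in WT + PBS and 9 to 17 in MyTrMaSt + PBS, and 45 to 71 in WT + CBE and 10 to 22 in MyTrMaSt + CBE. Its log2 fold change between the CBE groups was -1.77 (adjusted p 0.000294). Between the PBS groups it was -1.66 (adjusted p 0.0603). The exons of Myd88 overlap those of Acaa1a on the opposite strand, and whether strand was used in counting is not stated. Ticam1 had 10 to 22 counts in WT + PBS and 10 to 26 in MyTrMaSt + PBS, with a log2 fold change of -0.41 (adjusted p 0.581). Mavs had 11 to 25 and 7 to 25 counts in the same groups, with a log2 fold change of -0.38 (adjusted p 0.656). Tmem173 had 1 to 9 counts in WT + PBS and 18 to 20 in MyTrMaSt + PBS (log2 fold change 1.62, adjusted p 0.101), and 10 to 30 in WT + CBE against 17 to 34 in MyTrMaSt + CBE. The counts are sums over whole genes, so a transcript that lacks a deleted exon but keeps its 3' end is counted.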

Comparison of DEGs in WT mice injected with CBE *versus* PBS, compared with MyTrMaSt null mice injected with CBE *versus* PBS should distinguish between genes associated with putative primary or secondary pathological pathways.

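The deposited table of counts lists 13866 genes. Each has a highest count of at least 6 in some library, so genes below that level are absent from the table. At least 10 counts in every library were found for 8312 genes. The number of genes with at least 1 count ran from 12847 in WT + PBS replicate 1, the library with the fewest counts, to 13788 in WT + CBE replicate 1. Of the listed names, 22 are dates, and 1 date is listed more than once, so the genes behind them cannot be told from the name alone.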

A total of 13,866 genes were detected by RNAseq. 

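Principal components were computed on log2 CPM of the 913 genes that were DEGs in either genotype, each gene scaled to an SD of 1. The first component carried 62.2% of the variance and the second 13.3%. The choice of genes moved these shares most: with all tested genes the first component carried 32.0% and the second 20.2%, and with the 500 most variable genes 49.5% and 28.2%. On the first component the group means were -24.6 for WT + PBS, -24.5 for MyTrMaSt + PBS, 9.66 for MyTrMaSt + CBE and 33.0 for WT + CBE. WT + PBS replicate 1 lay apart from the other WT + PBS libraries, with a score of 31.8 on the second component against -1.94 and -0.78. Its mean distance to them was 27.5 times the distance between them. The same library was farthest with all tested genes, with the 500 most variable genes and without scaling.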

Principle component analysis (PCA) revealed that PBS-injected mice clearly separate from CBE-injected mice, with the exception of one outlier WT mouse (Fig. 3a). A total of 767 genes were differentially expressed (DE) (fold change ≥ 2, *p* adjusted < 0.05) in *WT + CBE* versus *WT + PBS* (599 upregulated and 168 downregulated), and 467 genes were DE in *MyTrMaSt + CBE* versus *MyTrMaSt + PBS* (392 upregulated, 75 downregulated) (Fig. 3b). 

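The edgeR test called 759 genes DE in WT + CBE versus WT + PBS, 616 upregulated and 143 downregulated. In MyTrMaSt + CBE versus MyTrMaSt + PBS it called 461 genes, 383 upregulated and 78 downregulated. Without the 2-fold cutoff, 1255 genes in WT and 919 in MyTrMaSt had an adjusted p below 0.05. The 3 WT + CBE libraries lay wholly above or wholly below the 3 WT + PBS libraries for 746 of the 759 DEGs, and the same held for 454 of the 461 DEGs in MyTrMaSt. Over all tested genes the groups were separated in this way for 27.9% in WT, where chance gives 10%, and for 22.5% in MyTrMaSt, where chance gives 3.57% with 5 and 3 libraries. The alternative that moved the WT count most was a filter of at least 10 counts in every library, which gave 261 DEGs. The MyTrMaSt count moved most, to 118, when the fold change itself was tested against 2-fold. Xist had 0 counts in the WT + PBS libraries and 1 to 47 in WT + CBE, so the WT groups differ in part in sex. The Xist level as a covariate, an alternative chosen after the data were seen, gave 598 DEGs in WT, 507 of them among the 759. Of the 769 genes past both cutoffs with a mean above 5 in the table of tests deposited by the authors, 715 are among the 759. For MyTrMaSt, 436 of the authors' 467 are among the 461.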

K-means clustering of the DEGs (Fig. 3b) indicated 5 gene clusters. 

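The 913 DEGs of either genotype were grouped by k-means with 5 clusters and 50 starts, on log2 CPM scaled to a mean of 0 and an SD of 1 per gene. The clusters held 296, 260, 152, 124 and 81 genes. Another random seed gave the same assignment, with an adjusted Rand index of 1. Leaving out WT + PBS replicate 1 changed the assignment more (adjusted Rand index 0.422) and gave clusters of 92 to 388 genes. On the DEGs called by DESeq2 the index was 0.893 over the 889 genes in common.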

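In the cluster of 152 genes, the mean scaled level was 1.59 in WT + CBE. It was -0.486 in WT + PBS, -0.658 in MyTrMaSt + PBS and -0.268 in MyTrMaSt + CBE. Of these 152 genes, 132 were DEGs in WT only and 20 in both genotypes. Among them are 32 of the 35 interferon genes of Fig. 4b, a list that the paper drew from these same libraries.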

The 215 genes in cluster 1 were elevated only in the *WT + CBE* group. 

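A cluster of 124 genes had mean scaled levels of 1.08 in WT + PBS, lowest in WT + CBE, and 0.310 in MyTrMaSt + PBS and -0.234 in MyTrMaSt + CBE. In this cluster 116 genes were DEGs in WT only. A cluster of 81 genes fell mainly in MyTrMaSt mice, from 1.17 in MyTrMaSt + PBS to -0.462 in MyTrMaSt + CBE, with 0.247 and -0.649 in the WT groups. Here 59 genes were DEGs in MyTrMaSt only.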

The genes in clusters 2 (93 genes) and 5 (138 genes) display similar decreased expression in the two CBE-treated groups. 

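The remaining clusters of 260 and 296 genes were higher after CBE in both genotypes. In the cluster of 260 genes the mean scaled level was 1.06 in WT + CBE and 0.410 in MyTrMaSt + CBE. In the cluster of 296 genes it was 0.970 and 0.504. The PBS groups were at -1.14 (WT) and -0.595 (MyTrMaSt) in the first and at -0.656 and -1.15 in the second. The common DEGs of both genotypes were spread over them, 107 in the first and 163 in the second.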

The genes in clusters 3 and 4 (143 and 345 genes) displayed reduced expression in *MyTrMaSt + CBE* compared with the *WT + CBE* group. Comparison of the DEGs in the *WT + CBE* group versus *WT* + *PBS* with our previous high-throughput studies [4, 23] indicated similar changes in gene expression, even though previous studies were performed on different days of CBE injection and in different brain areas.

**Fig. 3:**
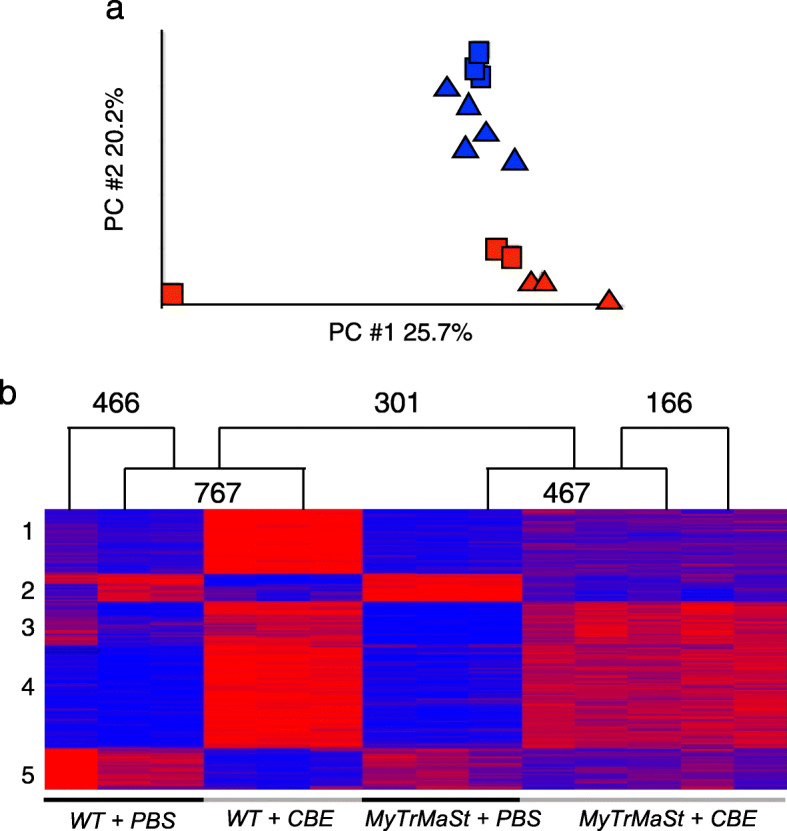
RNAseq discriminates three groups of genes. **a** PCA of DEGs in *WT + PBS* (*n* = 3) (*red squares*) versus *WT + CBE* (*n* = 3) (*blue squares*) and *MyTrMaSt + PBS* (*n* = 3) (*red triangles*) versus *MyTrMaSt + CBE* (*n* = 5) (*blue triangles*); fold-change > 2, *p* adjusted < 0.05. **b** K-means clustering of all DEGs (fold-change > 2, *p* adjusted < 0.05). *Red* (high, > 1) and *blue* (low, less than − 1) in the heat map represent relative gene expression. Five clusters are indicated

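Of the 759 DEGs in WT and the 461 in MyTrMaSt, 307 were shared. All 307 changed in the same direction, 290 up and 17 down. The other 452 were DEGs in WT only, 326 up and 126 down. The filter of at least 10 counts in every library moved these counts most, to 106 shared DEGs and 155 in WT only. Of the genes found in WT only, 380 had the same direction in MyTrMaSt and 54 of those changed at least 2-fold there. The median log2 fold change of the upregulated genes found in WT only was 1.77 in WT and 0.61 in MyTrMaSt. The median of the downregulated genes was -1.20 in WT and -0.34 in MyTrMaSt.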

Analysis of DEGs in *WT + CBE* versus *WT* + *PBS* and in *MyTrMaSt + CBE* versus *MyTrMaSt + PBS* indicated 466 DEGs (767 − 301, Fig. 3b) in the *WT+CBE* versus *WT + PBS* group (mainly in cluster 1), whereas there are 301 DEGs common to the two groups (mainly in clusters 3 and 4). 

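In MyTrMaSt only, 154 genes were DEGs. This count depended most on how the fold change was tested: with a test against 2-fold it was 10. With only 3 of the 5 MyTrMaSt + CBE libraries, as many as in each other group, it ranged from 73 to 206 over the 10 possible choices.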

A total of 166 genes (467 − 301, Fig. 3b) are DE only in *MyTrMaSt + CBE* versus *MyTrMaSt + PBS* (clusters 2 and 3) (Fig. 3b). We define the group of 466 DEGs as associated with secondary pathological pathways, since the expression of these genes is altered in WT mice, whereas the 301 DEGs common to the two groups of CBE-injected mice are defined as primary pathological pathways, since the lifespan of the MyTrMaSt null mice is similar to WT mice injected with CBE.

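The genotype by treatment interaction, which tests the difference between the responses, had an adjusted p below 0.05 for 58 genes and an unadjusted p below 0.05 for 1485. The interaction was negative, a lesser rise or a greater fall in MyTrMaSt mice, for 49 of the 58 genes and positive for 9. Among the 452 genes found in WT only, 36 passed the interaction test, and 256 had an unadjusted p below 0.05. Among the 307 common DEGs, 13 passed it, and among the 154 found in MyTrMaSt only, 2 passed it. DESeq2 with shrunken fold changes gave 179 genes, and the Xist level of each library as a covariate, an alternative chosen after the data were seen, gave 11.

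Directly between the CBE groups, 238 genes were DEGs, 229 of them lower in MyTrMaSt + CBE. Of those 229, 130 were DEGs in WT only and 90 were common DEGs. The count moved most, to 47, with at least 10 counts in every library. Between the PBS groups 19 genes were DEGs, 7 of which were also DEGs between the CBE groups.

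**Figure D1:**
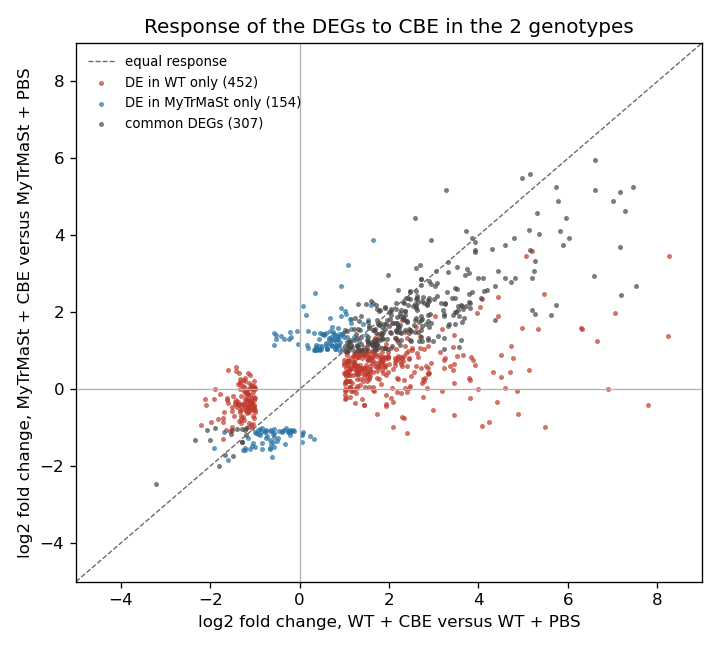
The log2 fold change of CBE over PBS in MyTrMaSt mice (vertical axis) against that in WT mice (horizontal axis) for the 452 DEGs found in WT only, the 307 common DEGs and the 154 DEGs found in MyTrMaSt only. Each point is a gene and the dashed line marks an equal response; the upregulated DEGs found in WT only have a median of 1.77 in WT and 0.61 in MyTrMaSt.

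From the presence of a response in WT mice alone, and from the lifespan after CBE, which the paper reports as similar in MyTrMaSt null and WT mice, the paper defines the DEGs found in WT only as secondary. By the same lifespan argument it defines the DEGs common to both genotypes as primary.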

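Genes of Reactome interferon sets were counted among the DEGs found in WT only, with the 11812 tested genes that have an identifier as background and a one-sided Fisher exact test. Of the 12 tested genes of the interferon alpha/beta signaling set, 4 were among these DEGs (odds ratio 12.7, p 0.000813, adjusted p 0.00195 over the 12 tests of the family). The interferon gamma signaling set had 22 of its 53 tested genes there (odds ratio 18.7, adjusted p 7.09e-17). The odds ratio of the alpha/beta set moved most, to 27.1, with DEGs tested against 2-fold.

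Ranked by fold change in WT, the 10 highest of the DEGs found in WT only were Irg1, AI607873, Xist, Bcl2a1a, Gm4841, Zbp1, Mnda, Cxcl10, Gbp5 and Ifi204. All but Cxcl10 had at most 3 counts in every WT + PBS library, so their order is uncertain. Zbp1 was at least 21.0-fold higher in WT + CBE, Ifi204 at least 20.5-fold, Mnda at least 9.28-fold, Irg1 at least 9.20-fold and AI607873 at least 9.06-fold. Of the 10, 5 are among the interferon genes of Fig. 4b, and 6 are in Fig. 4b or in a Reactome interferon set. Being in these lists is not the same measure as induction by interferon. By the fold changes in the authors' deposited table, 8 of the 10 highest are among the genes of Fig. 4b. Xist had no counts in the WT + PBS libraries and 1 to 47 in the WT + CBE libraries, so its place in the list follows the sex of the mice sampled.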

Analysis of the 466 DEGs associated with secondary pathological pathways demonstrated enrichment in genes related to the type 1 IFN response (Fig. 4a) [4], with 8 of the 10 most upregulated genes induced by IFN. 

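All 35 interferon genes of Fig. 4b were tested, and all 35 were DEGs in WT + CBE versus WT + PBS. The paper chose these genes as representative from these same libraries, so this count is not an independent test. For the 26 genes with more than 3 counts in some library of both WT groups, the log2 fold change ran from 1.02 to 5.07 with a median of 3.32. The other 9 were at least 4.08-fold to at least 21.0-fold higher. In MyTrMaSt + CBE versus MyTrMaSt + PBS, 2 of the 35 were DEGs, Irf8 (log2 fold change 1.96, adjusted p 0.00194) and Irf5 (1.80, adjusted p 7.51e-06). The count of 2 was the same with the adjustment made over the 35 genes alone, and 12 had an unadjusted p below 0.05. In 24 of the genes the counts allow a log2 fold change in MyTrMaSt, from -0.75 to 1.96 with a median of 0.38. Its sign changed for 12 of the 35 genes under at least 1 other setting. With edgeR's RLE or DESeq2's size factors it changed for Oasl2 only. The interaction had an adjusted p below 0.05 for 18 of the 35 genes. The filter of at least 10 counts in every library moved the count of DEGs in WT most, since it left only 5 of the 35 genes, all 5 DE.

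Irf7 stood at 10.7 ± 4.89 CPM in WT + PBS, 258 ± 50.7 in WT + CBE, 1.87 ± 1.43 in MyTrMaSt + PBS and 4.10 ± 2.30 in MyTrMaSt + CBE. Its log2 fold change with CBE was 4.73 (SE 0.352) in WT and 1.14 (SE 0.530, adjusted p 0.203) in MyTrMaSt, with an interaction of -3.59 (adjusted p 0.0317). The exons of Irf7 overlap those of Phrf1 on the opposite strand. Isg15 rose from 12.8 ± 7.73 to 157 ± 28.8 CPM in WT, and was 2.28 ± 1.11 and 1.90 ± 1.16 in the MyTrMaSt groups (interaction -4.05, adjusted p 0.00847). Ifit1 had the largest difference of the 3 plotted interferon genes, with an interaction of -5.53 (adjusted p 0.00236).

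**Figure D2:**
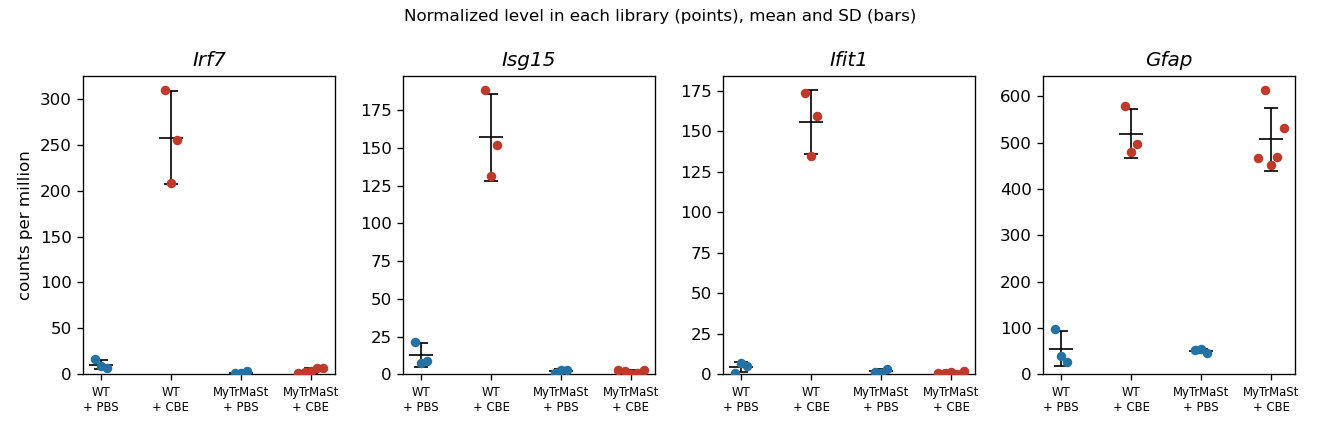
CPM of Irf7, Isg15, Ifit1 and Gfap in each of the 14 libraries by group, with the mean and SD of each group. Irf7, Isg15 and Ifit1 are high in the 3 WT + CBE libraries only, whereas Gfap is high in both CBE groups.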

As expected, these genes were not DE in MyTrMaSt null mice (Fig. 4b). 

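Among the chemokine genes found as DEGs in WT only were Ccl5, Cxcl1 and Cxcl10. Ccl5 rose from 4.78 ± 0.602 CPM in WT + PBS to 136 ± 3.12 in WT + CBE, and was 1.22 ± 0.631 and 1.09 ± 0.748 in the MyTrMaSt groups. Its interaction was -4.89 (adjusted p 0.0031). The sign of its log2 fold change in MyTrMaSt, -0.03, reversed under several settings. Cxcl10 rose with a log2 fold change of 6.29 in WT and 1.59 in MyTrMaSt (adjusted p 0.0844), with an interaction of -4.70 (adjusted p 0.0111). Its exons overlap those of Art3 on the opposite strand. Cxcl1 was at least 7.71-fold higher in WT + CBE than in WT + PBS. In MyTrMaSt + CBE it was higher in all 5 libraries than in any MyTrMaSt + PBS library (adjusted p 0.0523), and its interaction had an adjusted p of 0.842. Tnf itself was at least 3.46-fold higher in WT + CBE (adjusted p 0.00243), and all its MyTrMaSt + PBS libraries were at 3 counts or fewer. The Reactome set of Toll-like receptor cascades had 6 of 80 tested genes among the DEGs found in WT only (odds ratio 2.06, adjusted p 0.113).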

Various cytokines, chemokines, and *Tnfα*-induced genes were also enriched in the 466 genes (Fig. 4a). 

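Downregulated genes made up 27.9% of the DEGs found in WT only. WT + PBS replicate 1 differed from the other WT + PBS libraries in a way that followed the GC content of the transcripts, with a Spearman rho of 0.490 across 8786 genes. With a GC term in each library, on the genes of known GC content, the number of downregulated DEGs found in WT only went from 124 to 106. Over the 10 choices of 3 MyTrMaSt + CBE libraries it ranged from 96 to 119.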

Of the 466 DEGs, approximately one third (149) were downregulated. Based on single-cell RNAseq analyses [24, 25], 42% of the downregulated genes can be assigned to neurons, consistent with neuronal loss by a “dying-back” mechanism in nGD [26, 27]. Among the downregulated genes in *WT + CBE versus WT + PBS* are *Mapre3*, *Map1lc3a*, and *Mast2* microtubule genes, a pathway which underlies neurodegeneration via a dying-back mechanism [28]. 

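The decrease of these 3 genes in WT + CBE differs in how far it rests on WT + PBS replicate 1. Mapre3 had 245 CPM in that library and 66.6 and 43.0 in the other WT + PBS libraries, against 47.4, 38.0 and 51.2 in WT + CBE. Its log2 fold change was -1.31 (SE 0.422, adjusted p 0.0548). Without WT + PBS replicate 1 it was -0.28. Map1lc3a had 873, 232 and 370 CPM in WT + PBS and 266, 259.5 and 179 in WT + CBE, with a log2 fold change of -1.05 (SE 0.330, adjusted p 0.0508). Mast2 had 149.8, 95.1 and 96.2 CPM in WT + PBS and 75.9, 21.1 and 67.5 in WT + CBE. All 3 of its WT + CBE libraries were below every WT + PBS library, with a log2 fold change of -1.02 (SE 0.308, adjusted p 0.0411). In MyTrMaSt mice the log2 fold changes were 0.49, 0.20 and 0.03. The interaction was 1.80 for Mapre3 (adjusted p 0.223), 1.24 for Map1lc3a (0.285) and 1.05 for Mast2 (0.325), so a difference between the genotypes was not detectable for them.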

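The 154 DEGs found in MyTrMaSt only comprised 93 upregulated and 61 downregulated genes. Of the 154, 137 changed in the same direction in WT and 27 of those at least 2-fold. The upregulated genes had a median log2 fold change of 1.36 in MyTrMaSt and 0.70 in WT. For the downregulated genes the medians were -1.18 and -0.65. The interaction had an unadjusted p below 0.05 for 37 of the 154.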

The relevance of the 166 DEGs (110 upregulated and 56 downregulated) in *MyTrMaSt + CBE* versus *MyTrMaSt + PBS* mice (Fig. 3b) is somewhat ambivalent, particularly as a number of the DEGs showed a similar fold-change as in WT mice injected with CBE, but did not reach statistical significance (see clusters 2 and 3, Fig. 3b). 

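Among the DEGs between the CBE groups that were higher in MyTrMaSt + CBE were Serpinf2, Glycam1, Gdpd3, Pisd-ps1, Rnf167, Cyp4f15, Apln and Gpr45. Serpinf2 was at least 3.85-fold higher, and the others of these 8 had log2 fold changes from 1.11 to 3.73. Glycam1 was at 4.87 ± 3.35 CPM in WT + CBE and 12.7 ± 1.52 in MyTrMaSt + CBE (log2 fold change 1.34, adjusted p 0.0309). Apln was at 8.28 ± 2.57 and 21.4 ± 8.21 CPM (log2 fold change 1.31, adjusted p 0.0139). By the authors' deposited log2 fold changes Apln fell with CBE in both genotypes, by -1.90 in WT and -1.01 in MyTrMaSt. Cyp4f15 and Gpr45 fell in WT (-1.33 and -1.42) and were at 0.13 and -0.29 in MyTrMaSt. Glycam1 rose in both (4.11 and 3.91). A higher level in MyTrMaSt + CBE is thus not a rise with CBE for all of these genes. Gdpd3 was at 3.73 ± 0.866 and 50.4 ± 6.48 CPM, and it was already higher between the PBS groups (log2 fold change 4.57, adjusted p 6.34e-07). Its exons overlap those of Gm9967 on the opposite strand. None of these genes passed the interaction test at an adjusted p below 0.05 (0 of 8, with 3 at an unadjusted p below 0.05).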

Only 8 genes were exclusively upregulated in *MyTrMaSt + CBE* versus *WT + CBE* (Fig. 4c), and no obvious connection between them could be ascertained. Of the 56 downregulated genes, 27% are expressed in neurons.

**Fig. 4:**
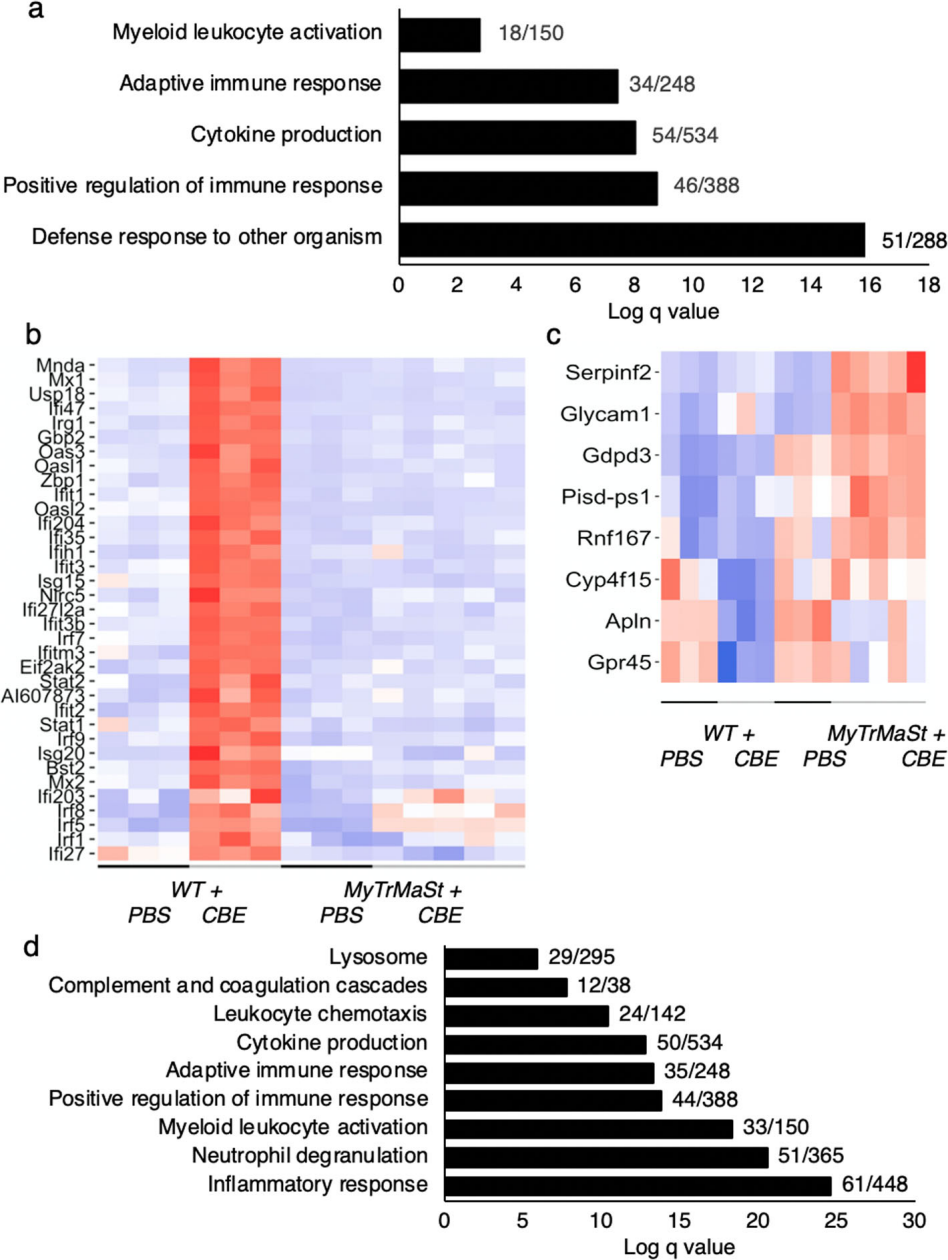
Loss of IFN signaling in MyTrMaSt null mice. **a** Pathway analysis of the 466 DEGs in *WT + PBS* versus *WT + CBE*. Numbers of identified genes out of the total genes associated with each pathway are shown. **b** Heatmap of representative IFN genes. *Red* (high, > 1) and *blue* (low, < 1) in the heat map represent relative gene expression. Some of the DEGs were validated by PCR; *WT + CBE* versus *WT + PBS*, fold-change 27.5 ± 2.9 (*Irf7*), 168.4 ± 27.2 (*Irg1*); *MyTrMaSt + CBE* versus *MyTrMaSt + PBS*, fold-change 1.0 ± 0.1 (*Irf7*), 2.3 ± 0.2 (*Irg1*). **c** Heatmap of the 8 genes upregulated in *MyTrMaSt null + CBE* versus *WT + CBE* mice. Some of the DEGs were validated by PCR: *MyTrMaSt + CBE* versus *WT + CBE*, fold-change 2.35 ± 0.3 (*Serpinf2*), 1.93 ± 0.3 (*Glycam1*), 1.86 ± 0.2 (*Apln*). **d** Pathway analysis of the 301 common DEGs. Numbers of identified genes out of the total genes associated with each pathway are shown

Since MyTrMaSt null and WT mice displayed a similar life span when injected with CBE, the common 301 DEGs in both CBE-injected groups are likely to be associated with primary pathological pathways. Pathway analysis of the 301 DEGs revealed changes in the lysosome, complement cascades and in a variety of immune responses (Fig. 4d). However, it was possible to further divide the 301 DEGs in two groups, ~90 genes that differed more than 2-fold between MyTrMaSt and WT upon CBE injection (Table 2) and 210 genes whose levels are essentially similar (< 2-fold change) (Table 3). 

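Among the 306 common DEGs with an identifier, the Reactome complement cascade had 4 of its 12 tested genes (odds ratio 19.0, adjusted p 0.000742 over the same family of 12 Fisher exact tests). The interferon gamma signaling set had 9 genes there (odds ratio 7.89, adjusted p 4.56e-05) and the Toll-like receptor cascades 7 (odds ratio 3.67, adjusted p 0.00923). Cholesterol biosynthesis had 3 of 20 tested genes (odds ratio 6.69, adjusted p 0.0243). The DEGs found in WT only also held 4 of the 12 complement genes (odds ratio 12.7, adjusted p 0.00195), so complement was not particular to the common DEGs. With at least 10 counts in every library that odds ratio went to 0. The DEGs found in WT only held 3 of the 20 cholesterol genes as well, but without an adjusted p below 0.05 (odds ratio 4.47, adjusted p 0.0583). The interferon alpha/beta signaling set had 1 gene (odds ratio 3.43, adjusted p 0.324) and sphingolipid metabolism 2 of 50 (odds ratio 1.57, adjusted p 0.407). A lysosomal set was not part of this family and was not analysed here.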

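Of the 307 common DEGs, 103 differed at least 2-fold between MyTrMaSt + CBE and WT + CBE and the others differed less. Of the 103, 100 were lower and 3 higher in MyTrMaSt + CBE, and 92 had an adjusted p below 0.05 in that comparison. The alternative that moved this count most was the filter of at least 10 counts in every library, with 22 genes. When the fold changes of the genotypes were compared with each other in place of the levels of the CBE groups, 86 common DEGs were 2-fold or more apart, 13 of them with an interaction adjusted p below 0.05. Of the 290 common upregulated DEGs, 238 (82.1%) had the smaller response in MyTrMaSt. Their median log2 fold change was 2.55 in WT and 1.90 in MyTrMaSt.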

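Table 2 lists 34 genes, of which 28 were common DEGs in the edgeR test. Between the CBE groups, 25 of the 34 were DEGs, all 25 lower in MyTrMaSt + CBE, and the interaction had an adjusted p below 0.05 for 7. The median log2 fold change between the CBE groups was -1.64. In the PBS groups 1 of the 34 was a DEG.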

The ~90 genes are unlikely to be primary pathological components and encompass a number of pathways (Table 2). Thus, a number of chemokines and microglia genes were significantly lower in MyTrMaSt null mice compared with WT mice, as were genes associated with TNFα and TGFβ pathways. 

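All 8 genes that Table 2 lists under chemokines, A2m and Ptprc among them, were lower in MyTrMaSt + CBE than in WT + CBE. Their log2 fold changes ran from -6.85 to -0.67, and 7 of them had an adjusted p below 0.05. Ccl2 was at 67.8 ± 7.77 CPM in WT + CBE and 8.97 ± 6.57 in MyTrMaSt + CBE (log2 fold change -2.97, adjusted p 5.72e-06), and the highest of the 5 values, 20.7 CPM, was that of MyTrMaSt + CBE replicate 4. For the 4 microglia genes the log2 fold changes ran from -3.22 to -0.55, 3 with an adjusted p below 0.05. The 3 genes listed under TNF fell by 3.12 to 3.76 on the log2 scale. Under TGF, Tgfbi was at 38.6 ± 6.27 CPM in WT + CBE and 10.0 ± 3.02 in MyTrMaSt + CBE, with an interaction of -2.21 (adjusted p 0.0409), and Gdf15 changed by -1.50. No direction in these families changed with edgeR's RLE or DESeq2's size factors.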

Expression of a number of cathepsin genes were also lower, as were some, but not all genes associated with complement, DAMs, and cholesterol metabolism. 

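The cathepsin genes of Table 2 passed the interaction test. Ctsc rose from 5.56 ± 2.87 to 51.3 ± 5.37 CPM in WT and from 8.11 ± 1.31 to 21.5 ± 2.31 CPM in MyTrMaSt (interaction -1.70, adjusted p 0.0302). Ctss rose from 141 ± 21.4 to 933 ± 108 CPM in WT and from 99.8 ± 24.9 to 291 ± 30.7 CPM in MyTrMaSt (interaction -1.18, adjusted p 0.0291). Of the complement genes, C3 had log2 fold changes with CBE of 4.97 in WT and 1.59 in MyTrMaSt (adjusted p 0.0530), and differed by -3.17 between the CBE groups. Its interaction, -3.38, had an adjusted p of 0.0705. Of the genes that Table 2 lists under cholesterol metabolism, S1pr3 differed by -1.02 between the CBE groups and Mvd by 0.21. Neither had an adjusted p below 0.05.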

A number of genes associated with lipoproteins were elevated in *WT + CBE* mice but reduced in *MyTrMaSt + CBE*.

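Apobec1 was at 3.08 ± 0.457 CPM in WT + PBS, 41.1 ± 7.49 in WT + CBE, 3.19 ± 1.62 in MyTrMaSt + PBS and 11.6 ± 2.82 in MyTrMaSt + CBE. It rose with CBE in both genotypes, with log2 fold changes of 3.67 in WT and 1.85 in MyTrMaSt (adjusted p 0.00106), and differed by -1.85 between the CBE groups (adjusted p 3.37e-05). Apobec3 rose by 2.73 and 1.36 on the log2 scale and differed by -1.63, and its exons overlap those of other genes on both strands. Pon3 rose by 2.83 and 1.71. Its difference between the CBE groups, -0.89, had an adjusted p of 0.391. The interaction test was not passed by any of these 3 genes.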

**Table 2:** DEGs in WT and MyTrMaSt mice

Gene	*WT + CBE* versus *WT + PBS*	*MyTrMaSt + CBE* versus *MyTrMaSt + PB*	
	Fold-change	Fold-change	
Cholesterol metabolism			
*Dhcr24*	*−* 3.34	*− 1.67*	
*Mvd*	*−* 2.60	*− 1.27*	
*S1pr3*	12.0	4.20	
Lipoprotein metabolism			
*Apobec1*	13.0	3.63	
*Apobec3*	6.70	2.50	
*Pon3*	7.34	3.30	
Metalloproteinases			
*Aspg*	22.2	8.50	
*Mmp19*	9.80	4.20	
*Timp1*	60.4	13.9	
Lysosome			
*Ctsc*	8.60	2.60	
*Ctss*	6.60	2.90	
Inflammation (chemokines)			
*A2m*	17.3	7.41	
*Ccl2*	161	14.1	
*Ccl5*	29.3	*− 1.02*	
*Ccl12*	39.6	8.80	
*Cxcl1*	42.2	16.1	
*Cxcl10*	77.7	3.06	
*Cxcl16*	12.6	3.38	
*Ptprc*	12.4	2.40	
Inflammation (TNF)			
*Ptx3*	92.2	8.04	
*Steap4*	51.4	3.90	
*Tnfaip2*	40.6	4.07	
Inflammation (TGF)			
*Gdf15*	59.9	4.80	
*Tgfbi*	9.63	2.05	
Inflammation (Microglia)			
*Cd300lf*	42.3	11.4	
*Lgals3bp*	13.9	4.35	
*Mac2*	60.1	21.8	
*P2ry6*	7.96	3.96	
Complement			
*C3*^*1*^	32.1	3.01	
*C3ar1*	80.6	5.60	
*Itgb2*	14.7	5.78	
Others			
*Cst7*	102	37.9	
*Serpina3n*	57.8	17.1	
*Cd5l*	32.6	7.9	

A selection of the 90 DEGs whose levels were reduced > 2-fold in MyTrMaSt mice compared with WT mice, but were nevertheless still DE between *MyTrMaSt + CBE* versus *MyTrMaSt + PBS*. Fold-changes were all statistically significant (*p* < 0.01) except for the values in italics

*n.s.* not significant

^1^ Validated by PCR: *WT + CBE* versus *WT + PBS*, fold-change 80.7 ± 16.2 (*C3*). *MyTrMaSt + CBE* versus *MyTrMaSt + PBS*, fold-change 21.2 ± 8.6

**Table 3:** Genes associated with primary neuropathological pathways

Gene	*WT + CBE* versus *WT + PBS*	*WT + CBE* versus MyTrMaSt + PBS	CBE + SRT
	Fold-change	Fold-change	
SL metabolism			
*Ugt8a*	− 3.46	− 3.97	++
*Fa2h*	− 2.00	− 2.00	++
*Gal3st1*	− 2.42	− 1.33	n.s.
Cholesterol metabolism			
*Msmo1*	− 2.28	− 2.27	++
*Ch25h*	20.3	12.8	+
*Dhcr7*	− 2.78	− 1.62	n.s.
*Tm7sf2*	− 2.05	− 1.44	n.s.
*Hmgcs1*	− 2.63	− 2.07	n.s.
*Fdps*	− 2.90	− 2.10	n.s.
Lipoprotein metabolism and lipid droplets			
*Apoc1*	2.76	2.42	++
*Plin2*^*1*^	5.57	2.90	++
*Plin4*	9.97	41.3	++
*Apoe*	1.85	1.56	+
Metalloproteinases			
*Adam8*	6.20	5.20	+
*Mt1*^*1*^	3.80	3.40	++
*Mt2*	6.30	4.80	++
Lysosome			
*Gusb*^*1*^	6.08	5.88	n.s.
*Hexb*	3.43	3.17	+
*Naglu*	2.60	2.27	+
*CtsD*^*1*^	4.48	4.68	+
*Ctsz*	6.62	5.30	+
*Galns*	2.88	2.39	n.s.
Neuronal genes			
*Ccdc160*	− 2.33	− 2.11	n.s.
*Glra1*	− 2.04	− 2.63	n.s.
*Srpk1*	− 2.45	− 2.05	n.s.
Inflammation (chemokines)			
*Ccl3*	39.7	55.5	+
*Ccl4*	49.2	32.7	+
*Cx3cr1*^*1*^	3.70	2.10	n.s.
Inflammation (TNF)			
*Tnfrsf1a*	3.02	4.68	+
*Tnfaip8l2*	4.08	4.02	+
*Slamf9*	16.1	15.0	+
*Ltbr*	2.33	3.08	n.s.
*Litaf*	3.32	2.32	n.s.
Inflammation (TGF)			
*Tgfbr2*	2.02	2.81	n.s.
*Cd109*	8.53	10.4	++
Inflammation *(IL6)*			
*Il6ra*	5.03	3.08	n.s.
*Osmr*	4.73	9.70	+
Inflammation (Microglia)			
*Lyz2*	13.2	7.80	+
*Mpeg1*	9.07	11.5	+
*Cd68*	8.08	13.9	+
Inflammation (Astrocytes)			
*Agt*	2.10	2.80	n.s.
*Gfap*	9.86	9.69	+
Complement			
*C1qa*	4.16	4.61	+
*C1qb*	5.55	5.11	+
*C1qc*	7.53	5.17	+
*C4b*	7.35	7.08	+
*C5ar1*^*1*^	27. 7	14.8	+
DAMs			
*Trem2*	6.12	8.88	+
*Tyrobp*^*1*^	6.65	6.55	+
*Cd63*	3.70	3.20	+
*Clec7a*	43.9	31.3	+
*Csf1*	3.14	2.20	-
*Itgax*	61.1	39.6	-
Others			
*St14*	3.28	4.85	-
*Mrpl35*	− 2.33	− 2.03	n.s.

Genes whose levels were changed < 2-fold in MyTrMaSt mice compared with WT mice. 

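Table 3 lists 55 genes, of which 48 were common DEGs in the edgeR test, 52 DEGs in WT and 50 in MyTrMaSt. Between the CBE groups 41 of the 55 were lower in MyTrMaSt + CBE and 14 higher. The log2 fold change of 7 genes in that comparison was 1 or more in size, and 14 had an adjusted p below 0.05. The interaction had an adjusted p below 0.05 for 0 of the 55 genes and an unadjusted p below 0.05 for 7.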

Fold-changes were all statistically significant (*p* < 0.01). *The right-hand* column indicates genes that reverted to control levels upon SRT (from Blumenreich et al., submitted for publication; see Discussion).

*n.s.* not significant

^1^ Validated by PCR: *WT + CBE* versus *WT + PBS*, fold-change 7.9 ± 3.1 (*Plin2*), 1.8 ± 0.2 (*Mt1*), 5.9 ± 1.4 (*Gusb*), 5.9 ± 1.4 (*CtsD*), 3.1 ± 0.6 (*Cx3cr1*), 31.4 ± 3.8 (*C5ar1*), 11.4 ± 3.0 (*Tyrobp*). *MyTrMaSt + CBE* versus *MyTrMaSt + PBS*, fold-change 4.1 ± 1.3 (*Plin2*), 1.9 ± 0.2 (*Mt1*), 6.7 ± 0.5 (*Gusb*), 5.2 ± 0.5 (*CtsD*), 3.2 ± 0.4 (*Cx3cr1*), 15.9 ± 1.2 (*C5ar1*), 9.1 ± 0.5 (*Tyrobp*)

+ Genes whose expression were reduced upon SRT, yet remained upregulated

++ Genes that reverted to control levels upon SRT

- Genes whose expression was not affected upon SRT

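The common DEGs that differed less than 2-fold between the CBE groups comprised 189 upregulated and 15 downregulated genes. For 25 of them, the fold changes of the genotypes were 2-fold or more apart, since levels in the PBS groups differed too. Of the 307 common DEGs, 117 had an adjusted p below 0.05 between the CBE groups, and 92 of those differed at least 2-fold.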

The most interesting set of genes are the 210 genes that were unchanged (< 2-fold) in MyTrMaSt mice compared with WT mice injected with CBE (Table 3). Although some of these genes are associated with similar pathways as in Table 2, they are nevertheless quite distinct. 

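Ugt8a, Fa2h and Gal3st1 were lower in WT + CBE than in WT + PBS, with log2 fold changes of -1.81, -1.05 and -1.24. In MyTrMaSt mice Ugt8a fell from 188 ± 16.0 to 47.4 ± 12.9 CPM (log2 fold change -1.98, adjusted p 0.000768) and Fa2h from 356 ± 42.1 to 178 ± 10.4 CPM (adjusted p 9.12e-05, just under the 2-fold cutoff). Gal3st1 went from 25.6 ± 3.54 to 19.2 ± 3.07 CPM, a log2 fold change of -0.40 with an adjusted p of 0.358. Its interaction was 0.83 (adjusted p 0.401), so neither a decrease in MyTrMaSt nor a difference from WT was detectable for it. Fa2h was higher in MyTrMaSt + CBE than in WT + CBE (log2 fold change 0.55, adjusted p 0.0439).

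The 6 lysosomal genes of Table 3 were common DEGs. Gusb rose from 10.4 ± 2.22 to 66.3 ± 3.45 CPM in WT and from 14.0 ± 1.79 to 83.5 ± 4.97 CPM in MyTrMaSt, an interaction of -0.05 (SE 0.241). Ctsd rose by 2.16 and 2.23 on the log2 scale, and its exons overlap those of Gm49369 on the same strand. Between the CBE groups the 6 log2 fold changes ran from -0.92 to 0.33, 1 of them with an adjusted p below 0.05.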

For instance, levels of expression of three biosynthetic genes associated with sphingolipid (SL) metabolism remain downregulated in MyTrMaSt null mice, indicating that blocking the IFN response does not revert or change the defects in SL metabolism, which is perhaps not surprising since GD is a SL LSD; likewise, genes associated with the lysosome were also unaltered. More unexpectedly, genes associated with cholesterol metabolism and lipoprotein metabolism were also unaltered; importantly, *Plin4*, which is found on lipid droplets [29], was one of the few genes whose expression was significantly elevated in MyTrMaSt null mice injected with CBE compared with WT mice injected with CBE. Thus, we conclude that primary pathological pathways include those associated with SLs, lipids, lipoproteins, and lysosomes, which is consistent with the known etiology of nGD.

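Of the 6 cholesterol genes of Table 3, 4 were common DEGs. Hmgcs1 had log2 fold changes of -1.40 in WT and -1.04 in MyTrMaSt (adjusted p 4.95e-05), and its exons overlap those of Gm48342 on the opposite strand. In MyTrMaSt, Dhcr7 (-0.69) had an adjusted p of 0.0844 and Tm7sf2 (-0.53) one of 0.0988. Ch25h went the other way, with log2 fold changes of 4.30 and 3.65. None of the 6 had an adjusted p below 0.05 between the CBE groups, where the log2 fold changes ran from -0.75 to 0.58. Apoe rose by 0.89 and 0.66 on the log2 scale, and Plin2 by 2.46 and 1.53.

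Plin4 had 1 to 10 counts in the WT + PBS libraries, 30 to 59 in WT + CBE, 0 to 2 in MyTrMaSt + PBS and 20 to 47 in MyTrMaSt + CBE. It rose with a log2 fold change of 3.27 in WT (SE 0.431) and was at least 13.6-fold higher with CBE in MyTrMaSt. Directly between the CBE groups it was at 17.8 ± 0.602 CPM in WT + CBE and 13.1 ± 3.55 in MyTrMaSt + CBE, a log2 fold change of -0.44 with an adjusted p of 0.857. The interaction had an adjusted p of 0.380. Its exons overlap those of Hdgfl2 on the opposite strand.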

In addition, and in line with data shown in Fig. 2, inflammation unrelated to IFN pathways is a key component in nGD pathology. Thus, expression of a variety of genes encoding chemokines and pathways associated with TNFα, TGFβ, and IL6 remain elevated in MyTrMaSt null mice, which is consistent with enhanced expression levels of genes associated with both microglia and with astrocytes (such as *Gfap*), supporting the notion that abrogating the IFN response does not attenuate key pathways in neuroinflammation related to nGD symptoms. This is supported by the elevated level of some (but not all, Table 2) components of the complement pathway (Table 3) and DAMs, including *Trem2* and *Tyrobp*. 

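Gfap was at 55.5 ± 37.7 CPM in WT + PBS, 519 ± 53.0 in WT + CBE, 51.2 ± 4.54 in MyTrMaSt + PBS and 507 ± 67.5 in MyTrMaSt + CBE. Its log2 fold change was 3.31 in both genotypes, with an interaction of -0.01 (SE 0.385). Ccl3 rose from 1.04 ± 0.295 to 61.7 ± 9.45 CPM in WT and from 1.34 ± 0.266 to 54.4 ± 13.9 CPM in MyTrMaSt (interaction -0.46, adjusted p 0.770). Ccl4 was at least 26.9-fold higher with CBE in MyTrMaSt. The 5 genes of Table 3 listed under TNF, the 2 under TGF and the 2 under IL6 were DEGs in both genotypes. Between the CBE groups the TNF genes differed by -0.98 to -0.30 and the TGF genes by -0.39 to -0.34, on the log2 scale. Osmr differed by -0.91 and Il6ra by -0.41. The 3 microglia genes of Table 3, Lyz2, Mpeg1 and Cd68, were lower in MyTrMaSt + CBE by -1.18 to -0.72, each with an adjusted p below 0.05, and rose in MyTrMaSt mice by 2.96 to 3.17. The signs given here were the same with edgeR's RLE and DESeq2's size factors.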

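Trem2 rose from 52.2 ± 19.0 to 305 ± 26.5 CPM in WT and from 20.6 ± 1.71 to 183 ± 14.2 CPM in MyTrMaSt. The log2 fold changes were 2.60 and 3.15, with an interaction of 0.56 (adjusted p 0.395). Its level was lower in MyTrMaSt than in WT mice both after CBE (log2 fold change -0.74, adjusted p 0.0102) and after PBS (-1.29, adjusted p 0.0114). Tyrobp rose by 2.72 on the log2 scale in both genotypes and differed by -0.48 between the CBE groups (adjusted p 0.223). All 6 genes listed as DAMs were DEGs in both genotypes. Clec7a and Itgax were at most 3 counts in every library of both PBS groups, and Clec7a was lower in MyTrMaSt + CBE than in WT + CBE by -2.35 (adjusted p 0.00158). The 5 complement genes of Table 3 were DEGs in both genotypes, and 4 of them were lower in MyTrMaSt + CBE with an adjusted p below 0.05. C1qa, for example, rose by 2.58 in WT and 2.21 in MyTrMaSt and differed by -1.09 between the CBE groups.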

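The neuronal genes of Table 3 are Ccdc160, Glra1 and Srpk1. Ccdc160 fell from 8.55 ± 2.55 to 3.84 ± 1.32 CPM in WT and from 9.73 ± 1.84 to 4.58 ± 1.19 CPM in MyTrMaSt. Srpk1 had log2 fold changes of -1.30 in WT and -1.03 in MyTrMaSt. Glra1 fell by 1.39 on the log2 scale in MyTrMaSt (adjusted p 0.00293), and in WT its change of -1.05 had an adjusted p of 0.0534. Between the CBE groups the 3 genes differed by 0.23 to 0.26, less than the standard errors of 0.242 to 0.341. Adam8 rose from 2.65 ± 0.791 to 17.6 ± 2.03 CPM in WT and from 2.49 ± 0.966 to 13.4 ± 3.02 CPM in MyTrMaSt, and differed by -0.39 between the CBE groups (adjusted p 0.808). Its exons overlap those of Gm16201 on the opposite strand.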

Finally, three neuronal genes may play a critical role in nGD pathology since their levels were also similar in WT and in MyTrMaSt null mice injected with CBE, consistent with the unaltered levels of some metalloproteinases, of which at least one (*Adam8*) is involved in neurodegeneration [30, 31].

## Discussion

Further to our recent study suggesting that the IFN pathway does not play a critical role in nGD pathology [4], we have now taken advantage of the availability of the MyTrMaSt null mouse, which has a deficiency of TLR, RLR, and STING, to differentiate between primary and secondary pathological pathways in nGD. Since the lifespan of MyTrMaSt mice was similar to that of WT mice injected with CBE, even though no IFNs were detected, pathways associated with PRRs and the IFN response cannot be directly involved in pathophysiology of the nGD brain.

Even though we are able to exclude a role for the IFN pathway in primary pathology, components of this pathway are nevertheless the top elevated pathway in the nGD brain and are also elevated in a number of other LSDs, including mucolipidosis type IV and Krabbe disease [32, 33], along with a number of other unrelated neuroinflammatory disorders [34]. This raises the question of how this pathway is activated. One possibility, at least in the three LSDs mentioned above, is that changes in membrane lipid composition result in the activation of PRRs such as TLRs, which upon dimerization associate with adaptor proteins, such as MyD88 and TRIF, to initiate downstream signaling [7]. Receptor dimerization is affected by membrane lipid composition [35]. In GD, changes in lipid composition affect a number of biophysical properties of membranes [36], and we suggest that altered GlcCer levels may directly impinge upon, and perhaps stimulate PRR dimerization, thus activating the IFN response. Nevertheless, since this response can be eliminated with no effect on the lifespan, at least in nGD mice, activation of the IFN pathway may be unrelated to primary disease pathophysiology. Having said that, a recent study has shown that activation of the IFN response in the nGD brain confers resistance to infection by neurotropic viruses (Melamed et al., submitted for publication).

By a process of elimination, we were able to cut down the number of genes associated with primary pathological pathways to ~210, by considering only genes whose expression changed consistently in both WT and MyTrMaSt mice injected with CBE, each compared with its respective PBS-injected control (Table 3). In addition, we have recently completed a study (Blumenreich et al., submitted for publication) in which WT mice were injected with CBE along with a small molecule inhibitor of the critical enzyme in the SL biosynthetic pathway, namely GlcCer synthase (UDP-glucose ceramide glucosyltransferase), in an approach known as substrate reduction therapy (SRT) [37]. SRT led to a decrease in levels of GlcCer and of GlcSph, the two lipids that accumulate in nGD, along with a significant extension of mouse lifespan. Analysis of gene expression by RNAseq revealed that SRT largely reversed the changes in genes and pathways that were DE upon CBE injection, suggesting that these pathways play a vital role in the mouse lifespan and thus pathophysiology, including pathways of GSL metabolism, lipoproteins, and other lipid metabolic pathways, lipid droplets, astrocyte activation, neuronal function, and to some extent, neuroinflammation.

The availability of this data allows us to further interrogate the ~210 genes associated with primary pathology from the current study, a selection of which are listed in Table 3, along with an indication of whether levels of expression of these genes is altered in the SRT study. We propose that genes that were *not* DE in the current study using MyTrMaSt null mice, along with those that *were* DE in the SRT study, are likely to be those that are critically involved in pathophysiology. By way of example, three DEGs in the SL metabolic pathway remained elevated in MyTrMaSt null mice but were reduced by SRT (Table 3); likewise some genes associated with cholesterol metabolism, and the three genes associated with lipoprotein metabolism and lipid droplets, including *Plin4*, whose expression actually increased in MyTrMaSt null mice but reverted to control levels in mice treated with SRT. Lipid droplets have been implicated in neurodegeneration [29, 38], in Parkinson’s disease [39], and in the aging brain [40] implying that they may play a broad role in neurodegenerative diseases. Similarly, lysosomal genes were unaffected in MyTrMaSt null mice but most reverted to control levels after SRT. Since all of these pathways are related, either directly or indirectly to changes in lysosomal SL metabolism, we suggest that they may be coupled to some of the earliest events that occur in nGD pathology, although we cannot determine the precise temporal sequence of events that leads to, or causes changes in their expression (Fig. 5).

**Fig. 5:**
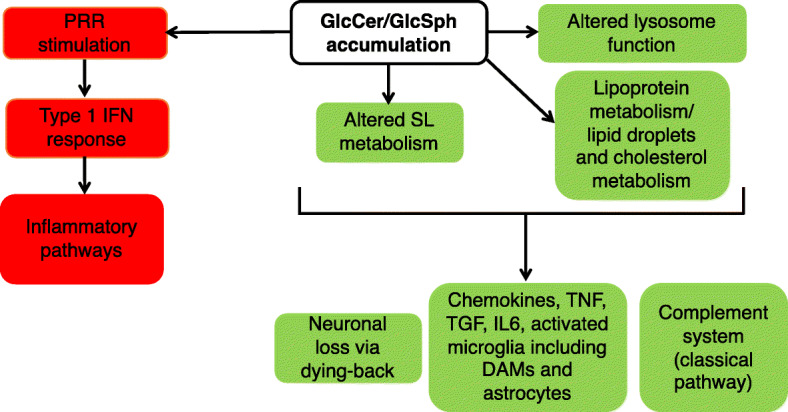
Primary and secondary pathological pathways in nGD. Upon GlcCer/GlcSph accumulation, changes occur in a number of pathways related to altered SL, lipid or lysosomal function, which results in concomitant changes in a number of downstream pathways (*green*), which are classified as primary pathological pathways. IFN-associated pathways (*red*) can be eliminated without effect on mice lifespan, suggesting that they are secondary pathways. For further details, see text

As a result of these changes, or concomitant with these changes, a number of inflammatory pathways are activated including those associated with TNF, TGF, IL6, and associated chemokines, along with microglia and astrocyte activation, and upregulation of some components of the complement cascade (Fig. 5). It should be emphasized that the demarcation of genes as associated with primary and secondary pathological pathways is somewhat arbitrary with respect to a number of genes and pathways, with some components of the same pathways appearing in both. This is probably because many genes are components of multiple pathways that impinge upon each other at a number of signaling hubs that are downstream to more than one activator.

Concerning inflammatory pathways that appear associated with primary pathology, two chemokines may play critical roles in nGD, namely *Ccl3* and *Ccl4,* along with other components of TNF signaling, noticeably *Slamf9* and *Cd109*, associated with TGF signaling*. Cd68* and *Mpeg1* may be important for microglia activation, and *Gfap* critical in astrocytosis (Table 3). It is difficult to ascribe precise functions to each of these genes in nGD.

In contrast, functional significance can be advocated for genes associated with a novel microglia type, namely disease-associated microglia (DAM), which have been ascribed roles in Alzheimer’s disease [41] and in several other neurodegenerative diseases [42, 43], including the LSD, mucolipidosis type IV [33]. Several DAM signature genes were upregulated in our study, including *Trem2* and *Tyrobp* (*Dap12*), which remained elevated in MyTrMaSt null mice but were reduced to some extent after SRT. Importantly, Trem2 overexpression attenuates neuroinflammation in Parkinson’s disease [44]. Phospholipids and lipoproteins (including *Apoe* which was reduced to some extent in response to SRT, Table 3) have been identified as ligands for TREM2 in Alzheimer’s disease, which promotes microglia activation and survival. Thus, TREM2 genetic variants, which interfere with this binding, increase the risk of Alzheimer’s disease [45]. Microglia, the only myeloid population in the brain in nGD [46], and its cell surface receptor, TREM2, the principle regulator that transforms microglia from a homeostatic to neuronal disease-associated state, appear critical in nGD pathology. It remains to be elucidated whether the TREM2 or TYROBP signaling is beneficial or detrimental [47].

Another critical gene family appears to be the complement system. The complement system is considered the first line of defense against pathogens, mediates the clearance of immune complexes and regulates inflammatory responses. Our data supports the notion that complement activation in nGD is through activation of the classical pathway [48]. The complement system has previously been implicated in GD, with complement activation suggested to be due to GlcCer accumulation, which leads to the break of tolerance and induction of GlcCer-specific IgG autoantibodies [49, 50].

Finally, three metalloproteases are involved with primary pathology, which may be related to neuronal function. Matrix metalloproteinases (MMPs) and their tissue inhibitors (TIMP) have been implicated in the pathology of Parkinson’s and Alzheimer’s diseases, where MMP can cleave amyloid beta [51]. Similarly, the induction of MT1/2 in the Alzheimer’s disease brain was suggested to be a defense cellular response against inflammatory signals, thus serving a neuroprotective effect [52, 53], though other studies suggest that MT1/2 may have detrimental consequences in amyloid beta clearance [54, 55].

MT1/2 were also implicated in Parkinson’s disease where their elevation was proposed to have a protective role against neurotoxicity [56]. MT1/2 was also unaltered in in MyTrMaSt null mice, suggesting their involvement in GD neuropathology.

## Conclusions

We have differentiated between two types of pathways that are activated in nGD, namely those directly related to disease pathology and those that appear only to be secondarily related (Fig. 5). While this distinction might be somewhat artificial, since individual components of each pathway are activated in the same brains and certainly impact upon each other, our approach should nevertheless help distinguish between pathways that are valid therapeutic targets and those that are not, as well as providing mechanistic insight into how the three major cell types in the brain are affected in this devastating neurological disease.

## Supplementary information

**Additional file 1.** Primers used for RT-PCR

## Data Availability

The RNAseq dataset generated during the current study was deposited in the Gene Expression Omnibus (GEO) database, http://www.ncbi.nlm.nih.gov/geo (accession no. GSE150266).

## Abbreviations

CBE: Conduritol B-epoxide
cGAMP: 2′,3′-cyclic guanosine monophosphate-adenosine monophosphate
cGAS: Cyclic GMP-AMP synthase
DAM: Novel microglia type associated with neurodegenerative diseases
DAMP: Danger-associated molecular patterns
GCase: Acid beta-glucosidase
GD: Gaucher disease
GlcCer: Glucosylceramide
IFN: Interferon
LSD: Lysosomal storage disorder
MAVS: Mitochondrial antiviral signaling protein
MDA5: Melanoma differentiation-associated factor 5
MyD88: Myeloid differentiation factor 88
NOD: Nod-like receptor
PAMP: Pathogen-associated molecular patterns
PRR: Pathogen recognition receptor
RIG: Retinoic acid-inducible gene I
RLR: RIG-I-like receptor
SL: Sphingolipid
STING: Stimulator of IFN genes
TLR: Toll-like receptors
TRIF: TIR-domain-containing adaptor protein-inducing IFN-β

# Supplementary material for: Mice defective in interferon signaling help distinguish between primary and secondary pathological pathways in a mouse model of neuronal forms of Gaucher disease
**Source:** J Neuroinflammation. 2020 Sep 7;17:265. doi: 10.1186/s12974-020-01934-x
**Supplement:** Supplementary file 1 — Additional file 1. Primers used for RT-PCR

**Table S1.** Primers used for RT-PCR

| Gene name | Primer sequence |
| --- | --- |
| *Hprt* | F: 5′-TGCTCGAGATGTCATGAAGG-3′  R: 5′-AATCCAGCAGGTCAGCAAAG-3′ |
| *Tlr1* | F: 5′-GGACCTACCCTTGCAAACAA-3′  R: 5′-GGTGGCACAAGATCACCTTT-3′ |
| *Tlr2* | F: 5′-TGCTTTCCTGCTGGAGATTT-3′  R: 5′-TGTAACGCAACAGCTTCAGG-3′ |
| *Tlr3* | F: 5′-TTGTCTTCTGCACGAACCTG-3′  R: 5′-CGCAACGCAAGGATTTTATT-3′ |
| *Tlr4* | F: 5′-ACCTGGCTGGTTTACACGTC-3′  R: 5′-CTGCCAGAGACATTGCAGAA-3′ |
| *Tlr5* | F: 5′-GCCACATCATTTCCACTCCT-3′  R: 5′-ACAGCCGAAGTTCCAAGAGA-3′ |
| *Tlr6* | F: 5′-CCAAGAACAAAAGCCCTGAG-3′  R: 5′-TGTTTTGCAACCGATTGTGT-3′ |
| *Tlr7* | F: 5′-GGAAATTGCCCTCGATGTTA-3′  R: 5′-CAAAAATTTGGCCTCCTCAA-3′ |
| *Tlr8* | F: 5′-GAAGCATTTCGAGCATCTCC-3′  R: 5′-GAAGACGATTTCGCCAAGAG-3′ |
| *Tlr9* | F: 5′-ACTGAGCACCCCTGCTTCTA-3′  R: 5′-AGATTAGTCAGCGGCAGGAA-3′ |
| *Tlr11* | F: 5′-TCCTTCCTCTGATTAGCTGTCCTAA-3′  R: 5′-TCCACATAATTTCCACCAACAAGT-3′ |
| *Tlr12* | F: 5′-GCCGCCATTCCAAGCTATC-3′  R: 5′-CTCCACAGTCCGAGGTACAACTT-3′ |
| *Tlr13* | F: 5′-CTTTGTATACCCATGCCTCATCAG-3′  R: 5′-CTTTGTATACCCATGCCTCATCAG-3′ |
| *Rig-i* | F: 5′-CAGACAGATCCGAGACACTA-3′  R: 5′-TGCAAGACCTTTGGCCAGTT-3′ |
| *Mda5* | F: 5′-CGATCCGAATGATTGATGCA-3′  R: 5′-AGTTGGTCATTGCAACTGCT-3′ |
| *Nod2* | F: 5′-CGACATCTCCCACAGAGTTGTAATCC-3′  R: 5′-GGCACCTGAAGTTGACATTTTGC-3′ |
| *cGAS* | F: 5′-GTTCAAACACAAGAAATGCACTG-3′  R: 5′-GCTGACGGAGTACACAATCCT-3′ |
| *Sting* | F: 5′-TGAAAGGCTCTTCATTGTCTCTT-3′  R: 5′-TGGCATCTTCTGCTTCCTAGA-3′ |
| *Irf7* | F: 5′-CAATGGCTGAAGTGAGGGGG-3′  R: 5′-GACCGAAATGCTTCCAGGGT-3′ |
| *Usp18* | F: 5′-CAGGAGTCCCTGATTTGCGT-3′  R: 5′-GGGCTGGACGAAACATCTCA-3′ |
| *F4/80* | F: 5′-TTTCCTCGCCTGCTTCTTC-3′  R: 5′-CCCCGTCTCTGTATTCAACC-3′ |
| *Ccl5* | F: 5′-TGCCTACCTCTCCCTCGCGC-3′  R: 5′-GGCACACACTTGGCGGTTCCT-3′ |
| *Gfap* | F: 5′-TAGTCCAACCCGTTCCTCCA-3′  R: 5′-CCAGTTGTCGACTAGGACCG-3′ |
| *Ccl3* | F: 5′-TTTTGAAACCAGCAGCCTTT-3′  R: 5′-AGTGGGCAGACCCAGCTGGC-3′ |
| *Irf7^1^* | F: 5′-TGGGCAATGACTTGTCAGCAG-3′  R: 5′-CATACCCATGGCTCCAGCTT-3′ |
| *Irg1* | F: 5′-CCTTCTGCTCAGCTTCTCTACT-3′  R: 5′-GGTCTTATGCCACACTGCTT-3′ |
| *C3* | F: 5′-AAGCATCAACACACCCAACA-3′  R: 5′-CTTGAGCTCCATTCGTGACA-3′ |
| *Plin2* | F: 5′-AAGAGCCAGGAGACCATTT-3′  R: 5′-TCCACCCACGAGACATAGA-3′ |
| *Mt1* | F: 5′-CCTCTAAGCGTCACCACGA-3′  R: 5′-GCAGGAGCTGGTGCAAGT-3′ |
| *Gusb* | F: 5′-CCGATTATCCAGAGCGAGTATG-3′  R: 5′-CTCAGCGGTGACTGGTTCG-3′ |
| *CtsD* | F: 5′-CTGAGTGGCTTCATGGGAAT-3′  R: 5′-CCTGACAGTGGAGAAGGAGC-3′ |
| *Cx3cr1* | F: 5′-CAGCATCGACCGGTACCTT-3′  R: 5′-GCTGCACTGTCCGGTTGTT-3′ |
| *C5ar1* | F: 5′-AGACCTGTGCTGTTGTGTCC-3′  R: 5′-GCTTGGATATGTTGGGTTCCATTA-3′ |
| *Serpinf2* | F: 5′-TTCTCCTCAACGCCATCCA-3′  R: 5′-GGTGAGGCTCGGGTCAAAC-3′ |
| *Glycam1* | F: 5′-CCTGCCTGGGTCCAAAGATGAAC-3′  R: 5′-CTGGTGTAGCTGGTGGGAGTGGAC-3′ |
| *Apln* | F: 5′-GGCCTTCTCCGTCTTTGTCG-3′  R: 5′-CCCTCTTGTGCTTCTATCTCTCC-3′ |

^1^ This primer was used for *Irf7* validation.

How the deposited data were processed for this re-analysis (not part of the article)

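RNA from the brains of 14 mice of 19 days was sequenced in 4 groups: 3 WT + PBS, 3 WT + CBE, 3 MyTrMaSt + PBS and 5 MyTrMaSt + CBE, with 1 library per mouse and no pooling. The authors made bulk MARSseq libraries of transcript 3' ends, sequenced them on a NextSeq 500, mapped them to mm10 with hisat 0.1.6 and kept uniquely mapping reads; the deposited counts are whole reads per gene. The counting tool, the annotation and the use of strand and of molecular identifiers are not stated. Every one of the 13866 listed genes has a count of at least 6 in some library, so genes below that level had been removed. In the normalized table the authors divided the counts by 1 factor per library, which gives a signal proportional to the counts, with factors from 0.452 to 1.55. A few genes hold other values there. The authors also give, for each gene and each genotype, the log2 fold change of CBE over PBS. Next to it the authors give a p value and a p value adjusted for multiple genes. The normalized signal and the authors' fold changes were used only for comparison, and all tests below start from the counts.

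Library totals ran from 1290616 counts in WT + PBS replicate 1 to 3704691 in MyTrMaSt + PBS replicate 2. The median count of a tested gene ran from 29 to 107 between libraries, where sampling alone gives an error of 31.6% on a count of 10 and of 3.16% on a count of 1000. Between libraries of the same group the chi-square per degree of freedom ran from 2.31 to 20.2 over 19 pairs, so no 2 libraries were taken to be the same one. Reads copied in amplification, where not removed, would add to this number, so it does not measure the spread between mice alone.

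Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr on the 4 groups, libraries were scaled by TMM, and a quasi-likelihood model with 4 group means was fitted to all 14 libraries. Contrasts of that model gave CBE versus PBS in each genotype, MyTrMaSt versus WT in each treatment, and the genotype by treatment interaction. P values were adjusted by Benjamini-Hochberg. DEGs differ at least 2-fold with an adjusted p below 0.05, the thresholds the paper states, and the interaction was counted at an adjusted p below 0.05 without a fold threshold. Fold changes against a group with at most 3 counts in every library are lower bounds against 3 counts. Principal components and k-means (5 clusters, 50 starts) used log2 CPM with 0.5 added, scaled per gene. Reactome sets came with fgsea 1.28.0 and were tested by one-sided Fisher exact tests, adjusted over 12 tests.

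The procedure was tested on simulated data with known changes before its use. The genes named in the text are those the paper names in its text, Tables 1 to 3 and Fig. 4b and c, the 4 deleted genes, and the 5 highest and 5 lowest fold changes of each comparison among DEGs whose groups do not overlap. Except for the tests that later parts name as chosen afterwards, this rule, the tests and the alternatives were fixed before the data were examined. The alternatives were edgeR's RLE factors, DESeq2 1.42.0 with its default settings or with a prior on the fold changes, limma 3.58.1 voom with and without sample weights, other filters on low counts, only the libraries of the groups compared, 3 of the 5 MyTrMaSt + CBE libraries, a block on the replicate number, thinned counts, other thresholds, a test against 2-fold, and leaving out each library. Added after the data were seen were the Xist level of each library as a covariate and DESeq2 on all listed genes with and without a minimum mean.

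Left out were the measurements made by other methods (PCR, survival and staining), which the counts do not hold. Tlr3, Tlr4, Tlr5, Tlr6, Tlr7, Tlr8, Tlr9, Tlr11, Tlr12, Nod2 and Il1b were not tested because they are not listed or did not pass the filter. The names that are dates, 22 of them, were kept as listed and no gene was assigned to them. Some genes are not reported here.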

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

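Of the tests in this part, that of GC content between the PBS groups those of the interferon level between the PBS groups and that of sex for Gdpd3 and Slx1b were chosen only after the result was seen. The Xist covariate was added as a setting after the data were seen.

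In the MyTrMaSt + CBE group, the only group with more than 3 libraries, some named genes have 1 library far from the other 4 by Dixon's ratio (above 0.71). In MyTrMaSt + CBE replicate 4 these include Apln with 35.9 CPM (16.8 to 19.6 in the others), Ccl2 with 20.7 (5.46 to 6.76), Ccl3 with 78.8 (45.0 to 52.6), Ptx3 with 25.1 (3.51 to 6.65), S1pr3 with 126.0 (35.8 to 44.3), Tgfbi with 15.3 (8.11 to 9.79), Timp1 with 42.3 (16.4 to 23.9), Tnfrsf1a with 154.1 (85.3 to 96.3) and Zbp1 with 3.45 (0 to 0.811). In the same library Tm7sf2, with 18.7 (26.9 to 30.0), was lowest. Ifih1 was far higher in replicate 1, with 2.73 CPM (0.405 to 0.783). Itgb2, with 52.1 (33.0 to 37.0), and Mx1, with 1.57 (0 to 0.390), were far higher in replicate 5. Of 139 named genes tested, 14 had such a library, where chance gives 6.95 and at most 11 in 95% of cases. Replicate 4 holds 11 of the 14, so 1 deviating library may account for most of them. It is also the MyTrMaSt + CBE library without Xist counts. No biological explanation was tested.

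A difference between the genotypes in the response to CBE was found by the interaction test for 58 genes, among them 18 of the interferon genes of Fig. 4b and 7 of the genes of Table 2. Of 100 draws of genotype labels within each treatment, the real one included, 1 gave as many genes; the highest other draw gave 40. Thinning every library to the smallest total gave 27 genes, fewer than 0.5 of the 58. With 3 MyTrMaSt + CBE libraries in place of 5 the median over the 10 choices was 37 (27 to 58), more than 0.5 of the 58. Fewer reads or libraries also lower the power of the test, so neither count shows that depth or group size produced the 58 genes. Without WT + PBS replicate 1, the library that lies apart on the PCA, 105 genes passed, and all 58 were among them. With the Xist level as a covariate 11 genes passed, 10 of them among the 58. Sex and genotype coincide in the PBS groups. Both CBE groups hold both sexes, with 1 Xist count in WT + CBE replicate 2 and 0 in MyTrMaSt + CBE replicate 4. A covariate that overlaps with genotype also lowers the power of the test, so the fall to 11 does not show how many genes follow sex. Directly between the CBE groups the same covariate gave 236 DEGs, 234 of them among the 238 without it. That argues against sex as the source of the difference in level after CBE. Sex still coincides with genotype in the PBS part of the interaction. On the genes of known GC content, 58 genes passed the interaction test with a GC term in each library and 58 without it. In all, the WT + PBS library that lies apart does not account for the 58 genes, whereas sex remains a possible explanation of part of them.

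Between the PBS groups, which the paper does not compare, 19 genes were DEGs. Of the 10 splits of these 6 libraries, 1, the real one, gave as many; a share below 0.1 is not possible with 10 splits. Variants carried along with the deleted genes would raise the number near them: 2 of 410 tested genes within 10 Mb were DEGs, Lars2 and Trem2, against 16 elsewhere (Fisher exact test p 0.135). Without the WT + PBS library that lies apart there were 21 DEGs, of which 12 are among the 19, so that library may account for some of the 19 but not for most. After thinning there were 36, with all 19 among them, so lower depth does not account for them. The log2 fold changes followed the GC content of the transcripts (Spearman rho -0.499). With a GC term in each library, on the genes of known GC content, there were 13 DEGs against 18 without it, with 12 in both, so GC content may account for some of them. With the Xist level as a covariate 3 DEGs were left. Xist had 0 counts in the WT + PBS libraries and 32 to 46 in the MyTrMaSt + PBS libraries, at least 7.25-fold more. Kdm5d, on the Y chromosome, had 9 to 34 counts and 0. The PBS groups thus differ in sex as well as in genotype, and sex and genotype cannot be told apart there. The paper's WT mice were C57BL/6JOlaHsd from a supplier, and it does not describe the MyTrMaSt null mice as their littermates. Source and genotype therefore coincide in every comparison of WT with MyTrMaSt mice, and their effects cannot be separated.

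Gdpd3 and Slx1b, which lie near each other on chromosome 7 (starts 126766334 and 126689468), also differed between the PBS groups. Gdpd3 had 2 to 5 counts in WT + PBS and 73 to 141 in MyTrMaSt + PBS (log2 fold change 4.57, higher in 3 of 3 libraries). Slx1b had 26 to 53 and 0 to 3 counts, at least 17.7-fold lower in MyTrMaSt + PBS and lower in 3 of 3. With the Xist level as a covariate 2 of the 2 were still DEGs, so the sex of the mice does not account for them. No other explanation was tested for these genes.

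The interferon genes of Fig. 4b were lower in MyTrMaSt + PBS than in WT + PBS, with a median log2 fold change of -0.78 over the 35 genes, 27 of them lower, and of -0.72 over the genes above 3 counts in some library of both groups. None of 10000 random lists matched on expression level had a median as low (p 0.0001, the smallest the lists can give). Genes of 1 pathway can move together between libraries, unlike those of random lists, so this p does not cover the spread between mice. The median level of the list had an SD of 0.305 between replicates on the log2 scale. Of the 10 splits of the 6 PBS libraries, 1, the real one, gave as large a median difference, and a share below 0.1 is not possible. Without the WT + PBS library that lies apart the median was -0.63. A lower interferon level before any CBE may be part of the genotype difference seen after CBE, although GC content and sex differ between the same groups and it cannot be told apart from a chance difference between the mice.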

How the results depend on the processing

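No test in this part was chosen after a result was seen, but 3 settings were: the Xist level as a covariate, and DESeq2 on all listed genes with and without a minimum mean of 5. The counts with the planned choices were 759 DEGs in WT, 461 in MyTrMaSt, 307 common, 452 in WT only, 154 in MyTrMaSt only, 238 between the CBE groups, 19 between the PBS groups, 58 with an interaction, 103 common DEGs at least 2-fold apart between the CBE groups, and 35 and 2 interferon genes of Fig. 4b in WT and MyTrMaSt. Values below are those that moved more than 1.5 times or changed direction. Their causes were not tested.

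With at least 10 counts in every library the counts were 261 in WT, 166 in MyTrMaSt, 106 common, 155 in WT only, 60 in MyTrMaSt only, 47 between the CBE groups, 11 between the PBS groups, 18 with an interaction and 22 at least 2-fold apart. This filter left 5 of the interferon genes of Fig. 4b, of which 5 were DEGs in WT and 0 in MyTrMaSt (2 at an unadjusted p below 0.05). It also took the odds ratios of the complement cascade in WT only and of interferon alpha/beta signaling in the common DEGs to 0. Of the 759 DEGs in WT, 244 were also called with this filter. In which libraries the other DEGs had low counts was not examined.

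With the test against 2-fold the counts were 325 in WT, 118 in MyTrMaSt, 108 common, 217 in WT only, 10 in MyTrMaSt only, 111 between the CBE groups, 3 between the PBS groups, 15 with an interaction, 46 at least 2-fold apart and 1 interferon gene in MyTrMaSt. The odds ratio of cholesterol biosynthesis went to 0 in WT only and to 0 in the common DEGs, and that of sphingolipid metabolism in WT only went from 0.513 to 1.09. Without a fold threshold there were 1255 genes in WT, 919 in MyTrMaSt, 474 common, 781 in WT only and 445 in MyTrMaSt only. With an adjusted p below 0.01 there were 302 in MyTrMaSt, 82 in MyTrMaSt only, 6 between the PBS groups and 25 with an interaction.

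DESeq2 with its default settings gave 115 DEGs between the PBS groups and 133 genes with an interaction. With a prior on the fold changes it gave 298 in MyTrMaSt, 79 in MyTrMaSt only, 57 between the PBS groups, 179 with an interaction and 49 at least 2-fold apart. On all listed genes, a setting added after the data were seen, it gave 99 between the PBS groups and 129 with an interaction, and 99 and 129 with a minimum mean of 5. Voom with sample weights gave 145 genes with an interaction, 4 interferon genes in MyTrMaSt, an odds ratio of 1.56 for sphingolipid metabolism in WT only, and 0.34 in place of -0.03 for the log2 fold change of Ccl5 in MyTrMaSt.

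With only the libraries of the groups compared there were 459 DEGs in WT, 222 in WT only, 257 in MyTrMaSt only and 2 between the PBS groups. Thinned counts gave 296 in MyTrMaSt, 91 in MyTrMaSt only, 36 between the PBS groups, 27 with an interaction, 64 at least 2-fold apart, 1 interferon gene in MyTrMaSt and 0.45 for Ccl5. With MyTrMaSt + CBE replicates 1 to 3 only there were 81 in MyTrMaSt only and 11 between the PBS groups, and 0.0155 for Ccl5. Over the 10 choices of 3 of these libraries the lowest counts were 73 in MyTrMaSt only, 7 between the PBS groups and 27 with an interaction. The Xist covariate, added after the data were seen, gave 3 DEGs between the PBS groups, 11 with an interaction, and an interaction of 0.48 for Ifi203.

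GEO's labels number the replicates of each group, and a replicate block on that number gave 292 DEGs in MyTrMaSt (284 of them among the 461), 69 in MyTrMaSt only, 7 between the PBS groups (7 among the 19) and 32 with an interaction. In WT it gave 688, of which 667 are among the 759. Under the block the log2 fold change of Ccl5 in MyTrMaSt was 0.0025. Libraries with the same number were no more alike than others, with a mean correlation of residuals of 0.00056 over 18 pairs against 0.0012 over 36 pairs of different numbers.

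Across the 14 fits that each left out 1 library the counts ran from 613 to 900 in WT, 316 to 583 in MyTrMaSt, 252 to 358 common, 335 to 608 in WT only, 57 to 225 in MyTrMaSt only, 199 to 273 between the CBE groups, 5 to 303 between the PBS groups, 24 to 105 with an interaction and 81 to 116 at least 2-fold apart. The interferon genes numbered 33 to 35 in WT and 2 to 3 in MyTrMaSt, and the odds ratio of interferon alpha/beta signaling in WT only ran from 9.51 to 17.7. That of sphingolipid metabolism in WT only ran from 0 to 1.20, the log2 fold change of Ccl5 in MyTrMaSt from -0.44 to 0.32, and the interaction of Ifi203 from -2.41 to 0.11 (13 fits). The highest count between the PBS groups, 303, came without WT + PBS replicate 2.

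Of 327 results for named genes, 227 changed under none of the settings in which they were tested, out of 28. Not all were tested in each: 113 were with at least 10 counts in every library, 277 with only the libraries of the groups compared and 299 with thinned counts. Over all settings the others became weaker 321 times, stronger 88 times and reversed 11 times. For the other results 653 values were the same, 93 moved, 20 were weaker, 21 stronger and 8 reversed. The median shift of all genes with another scaling was 0.0142 or less in size.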

Differences from the paper's values

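Of 196 values of the paper that were also computed here, 9 differ. A fold change differs here if it is more than 1.5 times the paper's or the reverse, and the gap exceeds the SD between replicates; other values need only the first. Some gaps of similar size lie within that SD and are not counted, such as that of Osmr in WT, 4.73 in the paper and 9.48 here (SD 5.64). In Fig. 3a the first component of the PCA carries about 26% and the second about 20%, read by eye, against 62.2% and 13.3% here. Of the 3 alternatives set before the data were examined, the first value no longer differs with all tested genes, and the second with all tested genes or with the 500 most variable genes. Without standardization both differ.

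The paper gives a fold change of 7.96 for P2ry6 in WT, and the value here is 3.92; none of the 25 alternatives closed the gap. For Ccl4 in WT it gives 49.2, against 31.5 here; with thinned counts, and without WT + PBS replicate 1, WT + PBS replicate 2 or WT + CBE replicate 2, the values do not differ, and under the other alternatives they do. For Tnfrsf1a the paper gives 3.02 in WT and 4.68 in MyTrMaSt, against 4.66 and 3.03 here. The first does not differ with the DESeq2 prior or without WT + CBE replicate 1. The second does not differ without MyTrMaSt + PBS replicate 1 or without MyTrMaSt + CBE replicate 1, 2 or 3. For Osmr in MyTrMaSt the paper gives 9.70, against 4.68 here, and only leaving out MyTrMaSt + PBS replicate 2 closed the gap. For Cd68 the paper gives 8.08 in WT and 13.9 in MyTrMaSt, against 13.8 and 8.08 here. The first does not differ with the DESeq2 prior, and the second does not differ without MyTrMaSt + PBS replicate 3.

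The folds of Tables 2 and 3 were also set beside the authors' deposited fold changes. For 73 of the 89 genes both folds are within 2% of the deposited ones. For 12 genes they are within 2% only with WT and MyTrMaSt exchanged: P2ry6 in Table 2, and Ccl3, Ccl4, Cd109, Cd68, Il6ra, Ltbr, Mpeg1, Osmr, Slamf9, Tgfbr2 and Tnfrsf1a in Table 3. These 12 include every gene whose fold change differs above: P2ry6, Ccl4, Tnfrsf1a, Osmr and Cd68. For P2ry6 the deposited folds are 3.97 in WT and 7.97 in MyTrMaSt. An exchange of the printed columns would account for those gaps, whichever settings also closed them. For the other 4, Apobec3, C3ar1, C1qa and Fa2h, neither holds.

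The paper lists some changes as significant that did not reach an adjusted p below 0.05 here. In WT these are Mapre3 (0.0548), Map1lc3a (0.0508), Mvd (0.0827), Glra1 (0.0534) and St14 (0.0586). DESeq2 with its default settings and with the prior calls all 5, as does DESeq2 on all listed genes, which was chosen after seeing the values. Mapre3, Map1lc3a and Mvd are also called without WT + PBS replicate 2 or 3, and Map1lc3a with at least 5 counts in at least 1 library or no filter. Glra1 is also called without WT + PBS replicate 3 or MyTrMaSt + CBE replicate 3, and St14 with voom and sample weights or without MyTrMaSt + PBS replicate 3.

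In MyTrMaSt these are Cxcl1 (0.0523), Cxcl10 (0.0844), C3 (0.0530), Gal3st1 (0.358), Dhcr7 (0.0844) and Tm7sf2 (0.0988). DESeq2 with its default settings calls Cxcl1, Cxcl10 and C3, as does DESeq2 on all listed genes, chosen after seeing the values. All but Gal3st1 are called without WT + PBS replicate 1, and Cxcl1, C3, Dhcr7 and Tm7sf2 with voom and sample weights. Only the libraries of the groups compared call C3 and Dhcr7. Cxcl1 is also called without MyTrMaSt + CBE replicate 2 or 3, Cxcl10 without replicate 2, C3 without replicate 3 or 4, and Dhcr7 without replicate 4 or with the Xist covariate, chosen after seeing the values. No setting calls Gal3st1. In the authors' deposited table the adjusted p of Gal3st1, Dhcr7 and Tm7sf2 in MyTrMaSt is 0.424, 0.0839 and 0.0985.

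The paper describes Plin4 as higher in MyTrMaSt + CBE than in WT + CBE. Here its log2 fold change between these groups is -0.44 (adjusted p 0.857, lower in 4 of 5 libraries), and over the 27 settings it ran from -0.61 to -0.30 with a lowest adjusted p of 0.442. Of the 10 genes with the highest fold change in WT only, 5 are in Fig. 4b and 6 are in Fig. 4b or a Reactome interferon set. The paper counts 8 of 10 as induced by IFN, which is not the same measure as being in these lists. Ranked by the fold changes in the authors' deposited table, 8 of the 10 are in Fig. 4b. Apobec1, Apobec3 and Pon3 rose with CBE in MyTrMaSt too, with log2 fold changes of 1.85, 1.36 and 1.71.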

Other observations

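Of the tests in this part, those of GC content in MyTrMaSt + PBS replicate 3 and in the downregulated DEGs, that of the median of the neighbours of Tmem173, and that of Plin4, were chosen only after the result was seen.

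WT + PBS replicate 1 lies apart from the other WT + PBS libraries on the PCA. Its lower sequencing depth does not account for this, since after thinning its mean distance to them was 44.0 times the distance between them (27.5 before). Its difference from them followed the GC content of the transcripts (Spearman rho 0.490 across 8786 genes), so a GC bias of this library may be the explanation. Of 8 lists of marker genes of brain regions and cells, 1 lay outside the range of matched random lists on the side of higher levels, that of hypothalamus and thalamus (median log2 difference 1.10, upper bound 0.929), so RNA of another brain region may also contribute. The 20 most abundant genes took 1.10 times the share they take in the other libraries, and the genes raised by CBE stood at 0.116 of the way to WT + CBE, which speaks against a few dominant genes and against a CBE-exposed or mislabelled library. MyTrMaSt + PBS replicate 3 also differed from the other MyTrMaSt + PBS libraries with GC content (rho -0.349). It was not alone in this: rho was 0.325 for MyTrMaSt + PBS replicate 1 and -0.292 for MyTrMaSt + CBE replicate 1, each against its own group. The design gives no biological explanation for WT + PBS replicate 1 or for these libraries.

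With a GC term in each library the downregulated DEGs in WT numbered 130 against 143 without it, and 103 genes were in both. The term took the rho of WT + PBS replicate 1 with GC content from 0.490 to 0.0199. The GC content of the transcripts may thus account for some of the 143 but not for most.

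For the DEGs in WT the real split of the 6 libraries was 1 of 10 with as many DEGs, and for the interferon genes of Fig. 4b also 1 of 10, where a share below 0.1 is not possible. The Fig. 4b genes were chosen from these same libraries, which favours the real split for them. For MyTrMaSt + CBE versus MyTrMaSt + PBS, and for the CBE groups, the real split was 1 of 56 with as many DEGs. The highest other splits gave 0 and 1. For the common DEGs it was 1 of 100 draws.

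Of the DEGs found in WT only, 7.96% had an interaction adjusted p below 0.05, and of those found in MyTrMaSt only, 1.30%. Some genes in either set may therefore have the same response in both genotypes, missed in the other by the thresholds. An unadjusted interaction p below 0.05 was found for 256 of the 452 in WT only and for 37 of the 154 in MyTrMaSt only. Since the genes were selected as DEGs in 1 genotype and not in the other, these counts do not show how many of them respond differently. Among the common upregulated DEGs 82.1% had the smaller response in MyTrMaSt, and of 100 draws of genotype within treatment the real one was the only 1 with as large a share (80.9% in the highest other, median 53.3%). Among the 281 of them outside the interferon lists the share was 81.5%, so interferon genes alone do not account for it. A response to CBE that is lower in MyTrMaSt mice for most genes, and not for the interferon genes only, may explain part of the division between common DEGs and DEGs in WT only. Sex and GC content differ between the same groups and were not excluded.

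Tmem173, a deleted gene, had more counts in MyTrMaSt + PBS (18 to 20) than in WT + PBS (1 to 9). Of the 12 tested genes within 500 kb, 0 were raised at an adjusted p below 0.05 (1 at an unadjusted p below 0.05), but Tmem173 itself did not reach that threshold either (adjusted p 0.101). The median log2 fold change of these 12 genes was -0.0121, against 1.62 for Tmem173, so a shift of similar size shared by the neighbouring genes does not account for it. Plin4 was at least 1.73-fold lower in MyTrMaSt + PBS than in WT + PBS. The fitted log2 fold change of -2.34 rests on low counts (0 to 2 in MyTrMaSt + PBS), so its size is uncertain. Its larger rise in MyTrMaSt cannot be told apart from a lower Plin4 level before any CBE. Plin4 lies 159515 bases from Ticam1, another deleted gene.

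Genes of the paper's other experiments were also counted. Usp18 rose with a log2 fold change of 4.41 in WT, and no MyTrMaSt library had more than 3 counts. Its interaction had an adjusted p of 0.139, and 5 of 5 MyTrMaSt + CBE libraries were below every WT + CBE library. Adgre1, which encodes F4/80, rose by 2.93 and 1.96.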
